# The splicing factor Prpf31 is required for hematopoietic stem and progenitor cell expansion during zebrafish embryogenesis

**DOI:** 10.1016/j.jbc.2024.105772

**Published:** 2024-02-19

**Authors:** Yuexia Lv, Jingzhen Li, Shanshan Yu, Yangjun Zhang, Hualei Hu, Kui Sun, Danna Jia, Yunqiao Han, Jiayi Tu, Yuwen Huang, Xiliang Liu, Xianghan Zhang, Pan Gao, Xiang Chen, Mark Thomas Shaw Williams, Zhaohui Tang, Xinhua Shu, Mugen Liu, Xiang Ren

**Keywords:** pre-mRNA processing factor 31 (Prpf31), RNA alternative splicing, hematopoietic stem and progenitor cells (HSPCs), expansion, mitotic malformation, zebrafish

## Abstract

Pre-mRNA splicing is a precise regulated process and is crucial for system development and homeostasis maintenance. Mutations in spliceosomal components have been found in various hematopoietic malignancies (HMs) and have been considered as oncogenic derivers of HMs. However, the role of spliceosomal components in normal and malignant hematopoiesis remains largely unknown. Pre-mRNA processing factor 31 (PRPF31) is a constitutive spliceosomal component, which mutations are associated with autosomal dominant retinitis pigmentosa. *PRPF31* was found to be mutated in several HMs, but the function of PRPF31 in normal hematopoiesis has not been explored. In our previous study, we generated a *prpf31* knockout (KO) zebrafish line and reported that Prpf31 regulates the survival and differentiation of retinal progenitor cells by modulating the alternative splicing of genes involved in mitosis and DNA repair. In this study, by using the *prpf31* KO zebrafish line, we discovered that *prpf31* KO zebrafish exhibited severe defects in hematopoietic stem and progenitor cell (HSPC) expansion and its sequentially differentiated lineages. Immunofluorescence results showed that Prpf31-deficient HSPCs underwent malformed mitosis and M phase arrest during HSPC expansion. Transcriptome analysis and experimental validations revealed that Prpf31 deficiency extensively perturbed the alternative splicing of mitosis-related genes. Collectively, our findings elucidate a previously undescribed role for Prpf31 in HSPC expansion, through regulating the alternative splicing of mitosis-related genes.

The spliceosome is a highly dynamic and complex cellular machine, which catalyzes the splicing of pre-mRNAs, by removing introns and ligating exons to produce mature mRNAs (1). Most eukaryotic genes contain multiple exons and introns, and approximately 95% of these multiexon genes undergo alternative splicing (AS) (2). Aberrant pre-mRNA splicing is associated with several human diseases in which it can contribute toward disease severity (3, 4). The spliceosome is composed of five uridine-rich snRNAs (U1-, U2-, U4-, U5-, and U6-snRNA) and numerous associated proteins. Recently, several spliceosomal components have been found to be mutated in various hematopoietic malignancies (HMs), including *SF3B1*, *U2AF1*, *SRSF2*, *ZRSR2*, *SF3A1*, *U2AF2*, *PRPF8*, *PRPF40B*, *SF1*, *SNRNP200*, *LUC7L2*, etc (5, 6). Compared with the researches of spliceosomal component in HMs, the functions of spliceosomal components in hematopoietic development are largely unknown.

The pre-mRNA processing factors (PRPFs), which include PRPF3, PRPF4, PRPF6, PRPF8, PRPF31, PAP-1, and SNRNP200, are constitutive spliceosomal components. PRPFs are involved in the assembly of the U4/U6·U5 tri-snRNPs. Mutations in PRPFs represent the second most frequent cause of autosomal dominant retinitis pigmentosa (adRP) (7, 8, 9). PRPF31, a core spliceosomal component, is a part of the U4 snRNP (10). Mutations in *PRPF31* caused defects in RNA splicing. Lymphoblasts, derived from *PRPF31* adRP patients, showed a nearly 40% decrease in the quantitative assembly of tri-snRNPs (11). Intriguingly, two PRPFs, PRPF8 and SNRNP200，were reported to be mutated in patients with HMs (12). As PRPF31 can interact with PRPF8 and SNRNP200 (13), it is possible that PRPF31 plays a role in HMs. Notably, the COSMIC database shows 16 somatic mutations of *PRPF31* gene in a total of 7278 hematopoietic and lymphoid primary tissue samples (https://cancer.sanger.ac.uk/cosmic). This implies the potential involvement of PRPF31 in HMs.

In vertebrates, hematopoiesis consists of two successive and dynamic waves, designated as primitive hematopoiesis and definitive hematopoiesis. Primitive hematopoiesis produces embryonic erythrocytes to transport oxygen and primitive myeloid cells for immunoprotection in early embryogenesis. The definitive hematopoietic wave gives rise to hematopoietic stem and progenitor cells (HSPCs), which possess the capabilities of self-renewal and differentiation into all lineages of mature blood cells throughout life (14). Zebrafish has emerged as an excellent animal model to study vertebrate hematopoiesis and HMs (15). In zebrafish, HSPCs emerge directly from the ventral wall of the dorsal aorta in the aorta-gonad-mesonephros (AGM) region, through a process termed the endothelial-to-hematopoietic transition, at 26 h postfertilization (hpf) (16, 17). Then, the nascent HSPCs migrate to and reside in the caudal hematopoietic tissue (CHT), for transient expansion upon 36 hpf. Finally, they will colonize to the definitive hematopoietic organs, the thymus at 3 days postfertilization (dpf) and kidney at 4 dpf, for life-long hematopoiesis (16, 18, 19, 20). Several studies have demonstrated the involvement of spliceosomal components in zebrafish hematopoietic development (21, 22, 23, 24, 25, 26, 27). The spatiotemporal transcriptome analysis of the zebrafish CHT region during HSPC expansion indicated overt expression of *prpf31* in a series of hematopoietic cells and regions, including endothelial cells, HSPCs, hemogenic endothelium, caudal artery, caudal vein, and caudal vein plexus (28). This indicates the potential involvement of Prpf31 in zebrafish hematopoiesis.

In our preliminary studies, we constructed a *prpf31* knockout zebrafish model using CRISPR/Cas9 technology. We demonstrated that Prpf31 deficiency compromised the mitosis and differentiation of retinal progenitor cells, by interfering with the AS and expression of genes involved in spindle organization and DNA repair (29). Here, we clarify, for the first time that Prpf31 is required for HSPC expansion during zebrafish embryogenesis. Prpf31 deficiency disrupts the AS of mitosis-related genes and triggers malformed mitosis within HSPCs. Consequently, the expansion and differentiation of HSPCs are impaired. Our findings provide novel insights into the role of Prpf31 and a clear rationale for undertaking further functional investigations into the role of Prpf31 in normal hematopoiesis and HMs.

## Results

### *prpf31* is expressed in domains of hematopoiesis in zebrafish

In our preliminary studies, we have established a homozygous *prpf31* knockout zebrafish line (hereafter referred to as *prpf31*^−/−^) using CRISPR/Cas9 technology, which was predicted to produce a truncated Prpf31 protein (p.S55fs∗102) (29). The remaining *prpf31* mRNA and functional Prpf31 protein were significantly reduced in primitive and definitive hematopoietic sites of *prpf31*^−/−^ embryos from 24 hpf onward (Fig. S1). To determine the potential function of Prpf31 in embryonic hematopoietic development, we examined the spatiotemporal expression pattern of *prpf31* by using whole-mount *in situ* hybridization (WISH), in both wild-type (WT) siblings (*prpf31*^+/+^ embryos bred from male and female *prpf31*^+/−^ parents) and *prpf31*^−/−^ zebrafish (*prpf31*^−/−^ embryos bred from male and female *prpf31*^+/−^ parents). Zebrafish *prpf31* was maternally and ubiquitously expressed until 6 hpf in both WT siblings and *prpf31*^−/−^ embryos (Fig. 1, *A*–*C* and *A’*–*C’*). At 12 hpf, *prpf31* was still ubiquitously expressed in siblings (Fig. 1*D*), whereas almost undetectable in *prpf31*^−/−^ zebrafish (Fig. 1*D’*). In WT siblings, *prpf31* was predominantly expressed in the head region, spinal cord, rostral blood island (RBI), and intermediate cell mass (ICM) at 24 hpf (Fig. 1, *E* and *G*). From 36 hpf onward, *prpf31* was diffusely expressed in the head region and pronephric duct (Fig. 1, *F*, *H*, *I*, *J*, *K*, and *L*). Additionally, expression of *prpf31* was also detected in sites associated with active hematopoiesis and vasculogenesis, namely the posterior blood island at 36 hpf (Fig. 1, *F* and *H*); CHT at 48 hpf (Fig. 1, *I* and *K*); and CHT, intersegmental blood vessels, and dorsal longitudinal anastomotic vessels at 72 hpf (Fig. 1, *J* and *L*). However, in *prpf31*^−/−^ zebrafish, from 24 hpf onward, expression of *prpf31* in the aforementioned hematopoietic and vasculature regions was almost absent (Fig. 1, *E’*–*L’*). The spatiotemporal expression profile of *prpf31* suggests that zebrafish *prpf31* might be involved in the development of hematopoiesis and vasculogenesis.

**Figure 1:**
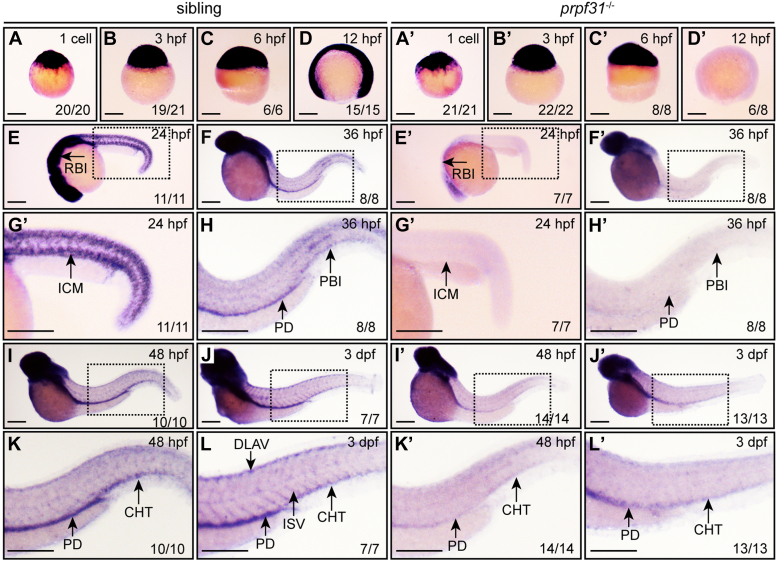
**Expression patterns of *prpf31* during zebrafish embryonic development in siblings and *prpf31***^**−/−**^**zebrafish.***A*–*L* and *A’*–*L’*, *prpf31* expression in siblings and *prpf31*^−/−^ zebrafish was examined by WISH at different developmental stages. *E*–*L* and *E’*–*L’*: lateral views, anterior to the *left* and dorsal upward. *G* and *G’*: magnified views of the ICM in (*E* and *E’*). *H* and *H’*: magnified views of the PBI in (*F* and *F’*). *K*, *L*, *K’*, and *L’*: magnified views of the CHT in (*I*, *J*, *I’*, and *J*’). The number of embryos with similar gene expression patterns among all embryos examined was shown at the *bottom right* of each panel. The scale bars represent 250 μm. CHT, caudal hematopoietic tissue; HSPC, hematopoietic stem and progenitor cell; ICM, intermediate cell mass; PBI, posterior blood island; PRPF, pre-mRNA processing factor; WISH, whole-mount *in situ* hybridization.

### Primitive hematopoiesis and EMP formation are intact in *prpf31*^−/−^ zebrafish

In zebrafish, RBI and ICM give rise to primitive myeloid and primitive erythroid progenitor cells, respectively. Posterior blood island represents the site of multilineage erythromyeloid-progenitor (EMP) formation (15). To determine whether primitive hematopoiesis and EMP formation develop normally within *prpf31*^−/−^ zebrafish, we conducted WISH to examine the expression of a series of primitive hematopoietic cell and EMP markers, in both WT siblings and *prpf31*^−/−^ zebrafish at 24 and 36 hpf, respectively. The hemangioblast marker *scl* and *fli1* (Fig. S2, *A*, *A’*, *B* and *B’*), myeloid progenitor marker *spi1b* (Figs. S2, *C* and *C’* and S3, *A* and *A’*), granulocyte cell marker *mpx* (Figs. S2, *E* and *E’* and S3, *B* and *B’*), neutrophils marker *lyz* (Figs. S2, *G* and *G’* and S3, *C* and *C’*), monocytes/macrophages marker *l-plastin* (Figs. S2, *I* and *I’* and S3, *D* and *D’*), erythrocyte progenitor marker *gata1a* (Figs. S2, *D* and *D’* and S3, *F* and *F’*), and the erythrocyte marker *hbae1.1, hbae3,* and *hbbe1* (Figs. S2, *F*, *F’*, *H*, *H’*, *J* and *J’* and S3, *G*, *G’*, *H*, *H’*, *I* and *I’*) were expressed at similar levels in siblings and *prpf31*^−/−^ zebrafish at 24 and 36 hpf. O-Dianisidine staining of erythrocytes and Sudan black B staining of neutrophils at 36 hpf also showed similar staining signal in siblings and *prpf31*^−/−^ zebrafish (Fig. S3, *E*, *E’*, *J* and *J’*). Moreover, live imaging of *prpf31*^−/−^ zebrafish showed identical blood circulation with sibling zebrafish at 36 hpf (Video S1 and S2). These results suggest that primitive hematopoiesis (Fig. S2) and EMP formation (Fig. S3) are intact in *prpf31*^−/−^ zebrafish.

### Definitive hematopoiesis is impaired in *prpf31*^−/−^ zebrafish

Next, we attempted to explore the potential role of Prpf31 in definitive hematopoiesis, as *prpf31* expression prominently decreased in the CHT at 48 hpf and 3 dpf in *prpf31*^−/−^ zebrafish (Fig. 1, *I*–*L* and *I’*–*L’*). WISH was used to detect the status of definitive HSPCs and its multiple differentiated lineages. At 3 dpf, the expression of HSPC markers (*runx1* and *cmyb*) were dramatically decreased in the CHT of *prpf31*^−/−^ zebrafish, and this insufficiency can be partially rescued by forced expression of a WT *prpf31* mRNA (Fig. 2, *A* and *E*). Meanwhile, the expression of the neutrophils marker *lyz*, the monocytes/macrophages marker *l-plastin*, granulocyte cell marker *mpx*, and the staining signal of Sudan black B labeled neutrophils were also significantly reduced in the CHT of *prpf31*^−/−^ zebrafish at 3 dpf (Fig. 2, *B* and *E*). The expression of the erythrocyte markers *hbae1.1*, *hbae3*, and *hbbe1* were almost undetectable in *prpf31*^−/−^ zebrafish at 4 dpf, despite slightly reduced at 3 dpf (Fig. 2, *C* and *E*). The expression of the early T cell marker *rag1* was almost absent in the thymus of *prpf31*^−/−^ zebrafish (Fig. 2, *D* and *E*). Besides, live imaging of *prpf31*^−/−^ zebrafish showed less flowing cells in blood circulation at 3 dpf (Video S3 and S4). Collectively, these results demonstrate that *prpf31*^−/−^ zebrafish manifest defects in definitive HSPCs and its multiple differentiated lineages.

**Figure 2:**
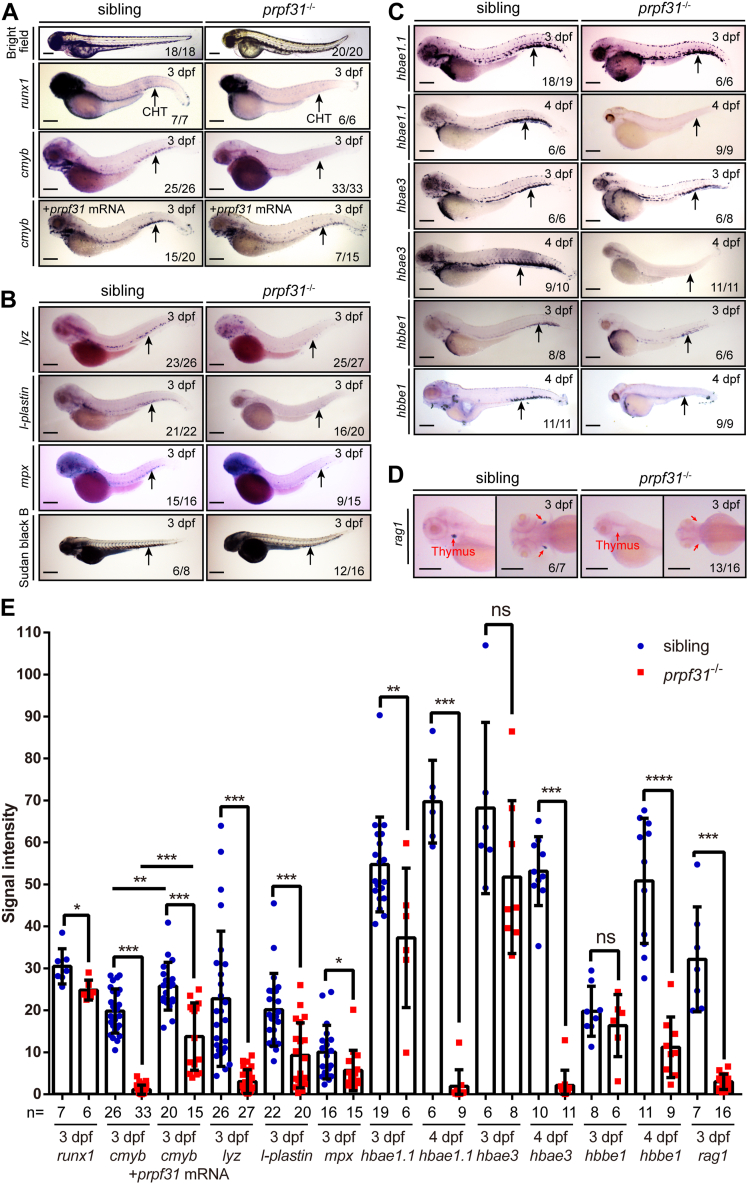
**Definitive hematopoiesis is impaired in *prpf31***^**−/−**^**zebrafish.***A*, bright field observation showed morphological abnormalities in *prpf31*^−/−^ zebrafish at 3 dpf. WISH manifested the expression of HSPC markers *runx1* and *cmyb* were noticeably reduced and rescue of *cmyb* expression after *prpf31* mRNA injection. Lateral views. *B*, expression of the myelocyte markers *lyz*, *l-plastin*, and *mpx* by WISH, and staining signal of Sudan black B labeled neutrophils were significantly decreased in the CHT of *prpf31*^−/−^ zebrafish at 3 dpf. Lateral views. *C*, expression of the erythrocyte markers *hbae1.1*, *hbae3*, and *hbbe1* were almost undetectable in the CHT of *prpf31*^−/−^ zebrafish at 4 dpf, although there was only slightly decrease compared with siblings at 3 dpf by WISH. Lateral views. *D*, expression of the early T cell marker *rag1* was almost completely absent in the thymus of *prpf31*^−/−^ zebrafish at 3 dpf by WISH. Lateral and dorsal views. *Black arrows* denote the CHT region. *Red arrows* denote the thymus region. The number of embryos with similar gene expression patterns among all embryos examined was shown at the *bottom right* of each panel. The scale bars represent 250 μm. *E*, quantification of mRNA signals of *prpf31*^−/−^ zebrafish and siblings detected by WISH in (*A*–*D*). The total number of embryos examined was indicated below each column. Mean ± SD; unpaired two-tailed *t* test; ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001; ns, not significant. CHT, caudal hematopoietic tissue; dpf, days postfertilization; hpf, hours postfertilization; HSPC, hematopoietic stem and progenitor cell; PRPF, pre-mRNA processing factor; WISH, whole-mount *in situ* hybridization.

### HSPC expansion and maintenance are compromised in the CHT of *prpf31*^−/−^ zebrafish

In zebrafish definitive hematopoiesis, HSPCs originate directly from the ventral wall of the dorsal aorta through endothelial-to-hematopoietic transition at 26 hpf, and the number of emerging HSPCs peaks at around 36 hpf. Sequentially, these nascent HSPCs enter the circulation through the posterior cardinal vein, and then migrate to and reside in the CHT, a proliferative hematopoietic microenvironment, for pool expansion upon 36 hpf (16, 17, 18, 20). To clarify when defects in HSPCs occur in *prpf31*^−/−^ zebrafish, we performed WISH to analyze the expression of the HSPC markers *runx1* and *cmyb*, at four discrete time points, which cover HSPC emergence in the AGM, migration, and expansion in the CHT. *runx1* expression in the AGM at 28 and 36 hpf, as well as in the CHT at 42 hpf, were almost unperturbed in *prpf31*^−/−^ zebrafish (Fig. 3, *A*, *A*’, *C*, *C’*, *E*, *E’*, and *J*), indicating that the emergence and migration of HSPCs were normal in *prpf31*^−/−^ zebrafish. However, *prpf31*^−/−^ zebrafish displayed reduced *runx1* expression in the CHT at 48 hpf (Fig. 3, *G* and *G’*, and *J*) and 3 dpf (Fig. 2, *A* and *J*). *cmyb* expression in the AGM were also unperturbed at 28 hpf in *prpf31*^−/−^ zebrafish (Fig. 3, B, *B’*, and *J*), while *prpf31*^−/−^ zebrafish showed reduced *cmyb* expression in the AGM at 36 hpf (Fig. 3, *D*, *D’*, and *J*), and such reduction was more profound in the CHT at 42 hpf (Fig. 3, *F*, *F’*, and *J*), 48 hpf (Fig. 3, *H*, *H’*, and *J*), and 3 dpf (Fig. 2, *A* and *J*). This insufficiency can be rescued at 48 hpf by forced expression of a WT *prpf31* mRNA (Fig. 3, *I*, *I’*, and *J*). These results demonstrate that the expansion and maintenance of HSPCs are impaired in the CHT of *prpf31*^−/−^ zebrafish. To visualize the HSPC development *in vivo*, we crossed *prpf31*^+/−^ zebrafish with the transgenic line Tg (*cmyb*: EGFP), in which HSPCs could be labeled by enhanced green fluorescent protein (EGFP) (30). By 36 hpf, the number of EGFP-positive cells in the AGM and CHT of *prpf31*^−/−^ zebrafish were comparable with siblings. However, there was a gradual decrease in the number of HSPCs from 48 hpf to 3 dpf, in the CHT of *prpf31*^−/−^ zebrafish (Fig. 3, *K* and *L*). Taken together, these findings suggest that neither the emergence of the HSPCs in the AGM nor their migration and localization to the CHT are affected, but their transitory expansion and maintenance in the CHT are impaired in *prpf31*^−/−^ zebrafish.

**Figure 3:**
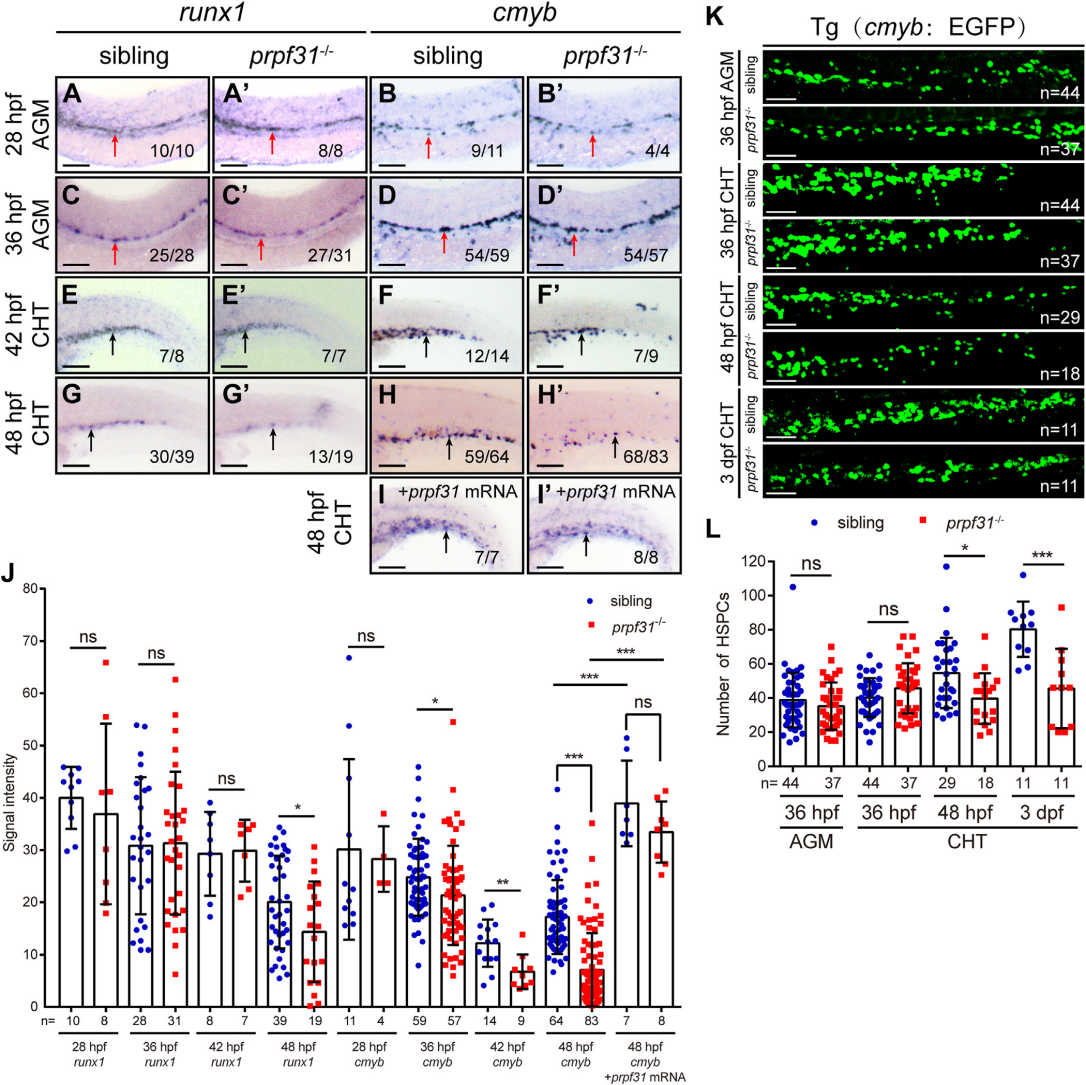
**HSPC expansion and maintenance in the CHT are compromised in *prpf31***^**−/−**^**zebrafish.***A*–*I* and *A*’–*I’*, time-course analysis of the expression of HSPC markers *runx1* and *cmyb* in *prpf31*^−/−^ and sibling embryos from 28 hpf to 48 hpf by WISH. The reduced expression of *cmyb* in *prpf31*^−/−^ zebrafish was rescued by *prpf31* mRNA injection at 48 hpf. Lateral views. *Red arrows* denote the AGM region. *Black arrows* denote the CHT region. The number of embryos with similar gene expression patterns among all embryos examined was shown at the *bottom right* of each panel. The scale bars represent 250 μm. *J*, quantification of mRNA signals of *prpf31*^−/−^ zebrafish and siblings detected by WISH in (*A*–*I* and *A’*–*I’*). The total number of embryos examined was indicated below each column. Mean ± SD; unpaired two-tailed *t* test; ∗*p* < 0.05, ∗∗*p* < 0.01, and ∗∗∗*p* < 0.001; ns, not significant. *K*, *in vivo* observation of HSPCs using transgenic line Tg (*cmyb*: EGFP) of *prpf31*^−/−^ zebrafish and siblings, in the AGM and CHT at 36 hpf, 48 hpf, and 3 dpf. The total number of embryos examined was indicated at the *bottom right* of each panel. The scale bars represent 50 μm. *L*, quantification of the number of HSPCs in the AGM and CHT of *prpf31*^−/−^ zebrafish and siblings observed in (*K*). The total number of embryos examined was indicated below each column. Mean ± SD; unpaired two-tailed *t* test; ∗*p* < 0.05, ∗∗∗*p* < 0.001; ns, not significant. AGM, aorta-gonad-mesonephros; CHT, caudal hematopoietic tissue; dpf, days postfertilization; hpf, hours postfertilization; HSPC, hematopoietic stem and progenitor cell; PRPF, pre-mRNA processing factor; WISH, whole-mount *in situ* hybridization. EGFP, enhanced green fluorescent protein.

Hematopoiesis and vasculogenesis are tightly associated with each other. Defects in vasculogenesis and patterning result in deficiencies in HSPC emergence, migration, expansion, and maintenance (16, 17, 31, 32). As *prpf31* expression was almost absent in the intersegmental blood vessel and dorsal longitudinal anastomotic vessel of *prpf31*^−/−^ zebrafish at 3 dpf (Fig. 1, *J*, *L*, *J’*, and *L’*), we considered whether defects in vasculogenesis and the vasculature, account for the definitive HSPC deficiencies observed in *prpf31*^−/−^ zebrafish. WISH results showed that the expression of the artery vessel marker *efnb2a* at 24 hpf, and the pan-endothelial cell marker *flk1* at 36 hpf were intact in *prpf31*^−/−^ zebrafish (Fig. S4, *A*, *A’*, *B*, and *B’*). In addition, *in vivo* observation on the vasculature of *prpf31*^−/−^; Tg (*flk1*: EGFP) zebrafish indicated that the overall vasculature and caudal vein plexus in the CHT were well organized at 48 hpf (Fig. S4, *C* and *C’*). Therefore, vasculogenesis and vasculature are not responsible for the observed defects in definitive HSPC expansion and maintenance in *prpf31*^−/−^ zebrafish.

### HSPC proliferation in the CHT of *prpf31*^−/−^ zebrafish is arrested in M phase

To address how Prpf31 deficiency affected the expansion and maintenance of HSPCs in the CHT, we monitored cell death of HSPCs in *prpf31*^−/−^; Tg (*cmyb*: EGFP) zebrafish by TUNEL. No detectable increase in the percentage or number of TUNEL-positive HSPCs were observed in the AGM and CHT from 36 hpf to 48 hpf (Fig. S5, *A* and *B*). To explain the drastic reduction of the HSPCs in the CHT of *prpf31*^−/−^ zebrafish, we further checked the HSPC proliferation status within *prpf31*^−/−^; Tg (*cmyb*: EGFP) zebrafish. The 5-ethynyl-29-deoxyuridine (EdU) incorporation assay showed no significant difference in the percentage of EdU^+^ HSPCs between siblings and *prpf31*^−/−^ zebrafish, in the AGM and CHT from 36 to 48 hpf; although the total number of EdU^+^ HSPCs were significantly reduced in the CHT of *prpf31*^−/−^ zebrafish at 48 hpf (Fig. 4, *A* and *B*). Strikingly, double immunostaining of EGFP and phospho-histone 3 (pH3) Ser10 revealed a noticeable increase in the percentage and number of pH3^+^ HSPCs in the CHT of *prpf31*^−/−^ zebrafish at 48 hpf, whereas no distinguishable difference was detected in the AGM or CHT at 36 hpf (Fig. 4, *C* and *D*). Altogether, these results suggest that HSPCs in the CHT of *prpf31*^−/−^ zebrafish at 48 hpf exhibit cell cycle arrest in M phase.

**Figure 4:**
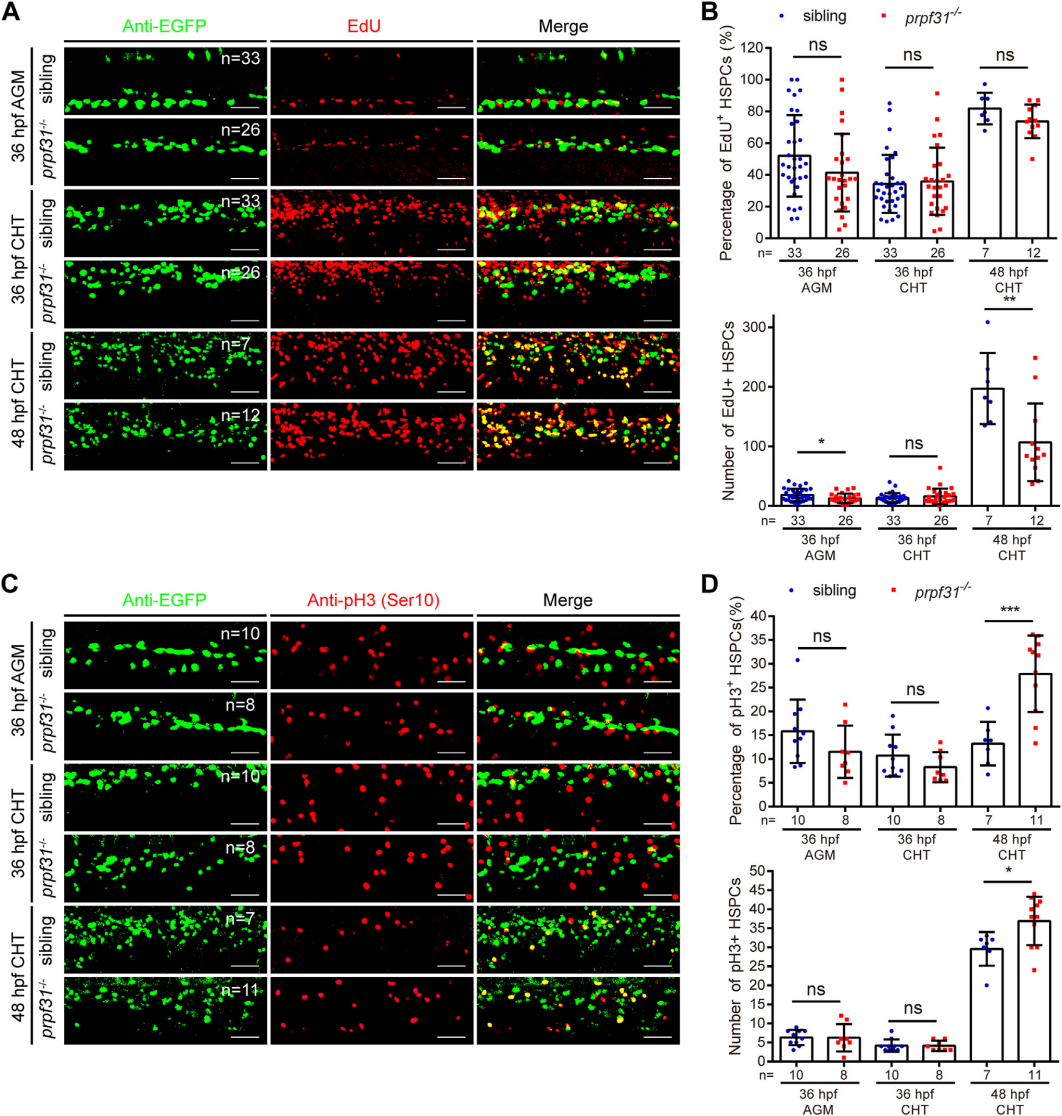
**HSPC proliferation in the CHT of *prpf31***^**−/−**^**zebrafish is arrested in M phase.***A*, double staining of *cmyb*:EGFP and EdU showed no obvious difference of EdU^+^ HSPCs in the AGM and CHT at 36 and 48 hpf. The total number of embryos examined were indicated at the *top right* of each panel. The scale bars represent 50 μm. *B*, quantification of the percentage and number of EdU^+^ HSPCs was detected in (*A*). The total number of embryos examined was indicated below each column. Mean ± SD; unpaired two-tailed *t* test; ∗*p* < 0.05, ∗∗*p* < 0.01; ns, not significant. *C*, double immunostaining of *cmyb*:EGFP and pH3 (Ser10) showed a significant increase of pH3^+^ HSPCs in the CHT at 48 hpf, but not in the AGM and CHT at 36 hpf. The total number of embryos examined were indicated at the *top right* of each panel. The scale bars represent 50 μm. *D*, quantification of the percentage and number of pH3^+^ HSPCs was detected in (*C*). The total number of embryos examined was indicated below each column. Mean ± SD; unpaired two-tailed *t* test; ∗*p* < 0.05, ∗∗∗*p* < 0.001; ns, not significant. AGM, aorta-gonad-mesonephros; CHT, caudal hematopoietic tissue; EdU, 5-ethynyl-29-deoxyuridine; hpf, hours postfertilization; HSPC, hematopoietic stem and progenitor cell; pH3, phospho-histone 3. EGFP, enhanced green fluorescent protein.

### Knockdown of *PRPF31* in HEK293 cells inhibited cell proliferation and caused G2/M phase arrest

The effect of PRPF31 on cell cycle progression was also investigated in HEK293 cells. Knockdown of *PRPF31* in HEK293 cells by siRNA showed significant decrease in the expression of PRPF31 protein (Fig. S6*A*). Cell proliferation assay using the Cell Counting Kit-8 (CCK-8) kit indicated significant inhibition of cell proliferation in si-*PRPF31* groups (Fig. S6*B*), which is consistent with the compromised expansion and maintenance of HSPCs observed in *prpf31*^−/−^ zebrafish. Further, flow cytometry analysis of the cell cycle showed more cells exhibited G2/M phase arrest (34.89% of cells) in si-*PRPF31* groups than non-target control (NC) groups (22.02% of cells) (Fig. S6*C*), which is consistent with the cell cycle arrest in M phase observed in *prpf31*^−/−^ HSPCs. The obvious increase in the expression of pH3 (Ser10) protein in si-*PRPF31* groups also consolidated this result (Fig. S6*A*). These results indicated that PRPF31 deficiency inhibits cell proliferation by G2/M arrest.

### *prpf31*^−/−^ zebrafish exhibit severe aberrant AS of mitosis-related genes

To further elucidate the molecular mechanisms underlying HSPC abatement upon Prpf31 depletion, we profiled the transcriptomes of siblings and *prpf31*^−/−^ zebrafish at 36 hpf by RNA-seq. 

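RNA came from dissected tails, which held the AGM and the CHT, of *prpf31*-/- zebrafish and their siblings at 36 hpf, with 3 libraries in each group. The paper states at least 30 embryos per group, sorted by genotyping the heads, from crosses of heterozygous parents. The deposited labels give the sibling libraries as homozygous wild type, and the paper states the same of its wild-type siblings. A tail holds muscle, spinal cord, skin, notochord, vessels and blood as well as HSPCs, so each value is an average over all of these cells. *prpf31* (ENSDARG00000095904) lies on chromosome 16 of GRCz11 from 32082359 to 32090672. It had 844, 850 and 854 counts in the sibling libraries and 475, 576 and 535 in the mutant libraries. This is 37.8 ± 0.851 CPM (counts scaled to the normalized library total; SD, n = 3) in siblings and 23.9 ± 1.21 (SD, n = 3) in mutants. The log2 fold change was −0.66 (SE 0.0842, adjusted p = 0.00104 from edgeR's quasi-likelihood test). The submitters' processing notes give HISAT2 2.0.5 for alignment to GRCz11 and featureCounts 1.5.0-p3 for the counts per gene. The library kit does not mark strand, so reads of overlapping genes on opposite strands cannot be told apart. The deposited values are raw counts and FPKM for 36155 genes. Total counts were 22178607, 21844150 and 21910459 in the siblings and 21809870, 22395435 and 23789933 in the mutants. The 50 most abundant genes took between 26.3% and 27.6% of the counts of a library. Genes of the mitochondrial genome took 4.19%, 4.35% and 4.27% of the counts in siblings and 5.62%, 4.78% and 5.12% in mutants (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Counts were normalized by TMM, and 21876 genes passed edgeR's filter on low counts and were tested. Splicing values were recomputed from the inclusion and skipping counts that the authors list for every library in Dataset S1. The effective length listed for the inclusion form spans the whole exon or intron, 4063 for an intron of 3914 nt in *arglu1a*. Inclusion counts thus also hold reads within the exon or intron. Junction counts and junction reads below mean these inclusion and skipping counts. Percent spliced in (PSI) is the share of inclusion among both forms after each count is divided by the effective length of its form, so it runs from 0 to 1. Neither the labels nor the paper say that the libraries of a group came from separate clutches, so a p from a comparison of libraries measures the spread between these libraries only. A p from random gene lists or from permutation over genes holds the libraries fixed and does not measure that spread.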

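Genes of the spliceosome were higher in *prpf31*-/- tails than in sibling tails. Of 31 tested genes of the U4/U6.U5 tri-snRNP, the complex that Prpf31 helps to assemble, 22 rose, 1 fell, which was *prpf31*, and 8 did not pass the test (25 higher and 2 lower when adjusted over the list alone). Their median log2 fold change was 1.46. *eftud2*, which encodes a GTPase of the U5 particle, went from 92.8 ± 5.12 to 451 ± 23.1 CPM (SD, n = 3 each), a log2 fold change of 2.28 (SE 0.0793, adjusted p = 2.2e-07 from edgeR). *prpf3*, whose product binds the U4/U6 particle and whose gene lies on chromosome 16 like *prpf31*, went from 10.5 ± 1.07 to 81.0 ± 5.70 CPM (SD, n = 3 each). The log2 fold changes of *sart1*, a recruitment factor of the tri-snRNP, and *lsm7*, a subunit of the ring on U6, were 1.99 and 2.91. Of 43 other spliceosome genes, 31 rose, none fell and 12 did not pass (35 higher and 1 lower when adjusted over the list alone); without mutant replicate 3, 19 rose. The smallest adjusted p belonged to the U2 particle genes *sf3a3* (log2 fold change 1.68) and *sf3a2* (1.98) and the helicase genes *aqr* (2.13) and *dhx16* (1.78). Of 20 heat shock genes, 12 rose and none fell (12 and none when adjusted over the list alone), among them the heat shock factor *hsf1* (1.74) and the chaperones *hsp90aa1.1* (0.81) and *hspb1* (0.79). Of 39 genes of ribosome biogenesis, 12 rose and none fell (17 and 1 when adjusted over the list alone), among them *wdr43* (0.72), *nhp2* (0.63) and, on chromosome 16, the fibrillarin gene *fbl* (0.63); without mutant replicate 3, 6 rose. Of 24 apoptosis genes, 5 rose and 2 fell (6 and 3 when adjusted over the list alone). Without 1 library, 4 or 5 rose and between 0 and 3 fell. With all libraries they were the initiator caspase gene *casp8* (log2 fold change 1.61), *bbc3* (1.71), *diabloa* (1.05), *baxa* (0.53) and *mcl1b* (0.34, chromosome 16), and, lower, *mcl1a* (−0.40) and *casp2* (−0.52, chromosome 16). *mcl1a*, *mcl1b* and *casp2* were named after their values were seen.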

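Some genes of red blood cells were lower in *prpf31*-/- tails, and those of HSPCs did not pass the test. Of 20 erythroid genes, 8 fell, 1 rose, which was *tmod4* on chromosome 16, and 11 did not pass (9 lower and 1 higher when adjusted over the list alone). The erythroid list passed camera with a preset correlation (adjusted p = 2.5e-05), and did not pass with an estimated correlation (0.376) or by fry (0.0506), whose test does not compare a list with other genes. The embryonic globin *hbbe1.1* went from 384 ± 18.0 to 226 ± 10.3 CPM (SD, n = 3 each), a log2 fold change of −0.76 (adjusted p = 1.8e-04 from edgeR). The globin *hbae3* had a log2 fold change of −0.61, and *fech*, the enzyme that adds iron in the making of heme, −1.35. Of 14 myeloid genes, 2 fell, none rose and 12 did not pass (3 lower and 1 higher when adjusted over the list alone). They were *ctss2.1* (−2.56), a cathepsin gene on chromosome 16, and *mpx* (−0.46), the neutrophil myeloperoxidase, whose call was lost without sibling replicate 1 or 2. None of 14 HSPC markers passed with edgeR, whether adjusted over all genes or over the list alone, nor with DESeq2 or limma, and 2 were lower at an unadjusted p under 0.05. Their median log2 fold change was −0.10. *runx1*, at 0.965 CPM in siblings and 0.646 CPM in mutants, had a log2 fold change of −0.56 (adjusted p = 0.489), and *myb*, which the paper calls *cmyb*, 0.22 (adjusted p = 0.629), so at this depth and in whole tails no change was detectable. Of 29 endothelial genes, 1 fell (*tek*, −1.02) and 1 rose (*dll4*, 0.45), with the same counts when adjusted over the list alone. The *tek* call was lost without sibling replicate 1, sibling replicate 2 or mutant replicate 3, and the *dll4* call whichever library was left out. Of 53 mitosis genes, 6 fell and 2 rose (8 and 4 when adjusted over the list alone). *top2a*, the topoisomerase that untangles chromosomes, went from 184 to 133 CPM, a log2 fold change of −0.47. The other lower ones were *bub1*, *ska1*, *ska3*, *ube2c* and *smc4*, and the higher ones *prc1b* and *ndc80*. Of 46 S phase genes, 4 rose and 2 fell (5 and 4 when adjusted over the list alone), with the polymerase gene *pola1* (−0.53) and the clamp loader gene *rfc1* (−0.47) lower and *orc1*, *rpa3* and, on chromosome 16, *ccne2* (0.49) and *rpa2* higher. Without sibling replicate 1, *top2a* was the only mitosis gene called, and 1 S phase gene was higher and 2 lower. Over the fits without 1 library, 1 to 6 mitosis genes were lower and 0 to 3 higher, and 2 to 4 S phase genes were lower and 1 to 4 higher. Neither list passed camera with a preset correlation (adjusted p = 0.498 for mitosis and 0.841 for S phase genes), so no shift of either list as a whole was found. Among genes of other cells in the tail, 3 of 48 muscle genes were higher and 1 lower. For spinal cord and neural genes these counts were 3 and 5 of 45, for epidermis 1 and 0 of 22 and for notochord 1 and 0 of 18. Of 26 yolk and liver genes, 4 were higher and 2 lower (16 and 2 when adjusted over the list alone). They were *tfa*, *fgb*, *ctsla* and *afp4*, and *apoa4a* and *apoa2*, of which *afp4* and *apoa2* lie on chromosome 16; DESeq2 called 9 higher and 2 lower, limma on FPKM none, and edgeR none higher without sibling replicate 1, sibling replicate 2 or mutant replicate 3. Here *tmod4*, *ube2c*, *smc4*, *ndc80*, *rpa2*, *rpa3*, *ctsla* and *afp4* were named after their values were seen. The mitochondrial share was higher in every mutant library. Of 20 genes whose expression the paper follows in other embryos, 5 were lower and none higher (7 and 1 when adjusted over the list alone), which is not independent evidence. They were *prpf31*, *hbbe1.1*, *hbae3*, *mpx* and the globin gene *hbae1* (ENSDARG00000088330, −0.42, its call lost when any library other than sibling replicate 1 was left out). Over all 21876 tested genes, 1220 were higher and 983 lower, and by camera with a preset correlation 10 of 30 lists passed. Other splits of the 6 libraries, 3 against 3, passed 2 to 13 lists while 0 genes were called. A pass with the preset correlation alone is thus weak evidence. For mutants against siblings, the adjusted p was 5.6e-96 for tri-snRNP genes and 1.1e-57 for other spliceosome genes, and 0.0278 and 0.0420 with an estimated correlation. It was 3.2e-11 for heat shock, 3.9e-06 for ribosome biogenesis and 0.00515 for yolk and liver genes, whose adjusted p = 0.193, 0.337 and 0.760 with an estimated correlation. It was 0.0396 for myeloid, 0.0431 for apoptosis and 0.0110 for the paper's expression genes, whose adjusted p = 0.337, 0.376 and 0.193 with an estimated correlation. Without 1 library the adjusted p of the myeloid list ran from 0.0125 to 0.0686, that of the apoptosis list from 0.0175 to 0.100 and that of the yolk and liver list from 3.4e-05 to 0.0571, and each list failed to pass without sibling replicate 1. The myeloid call was also lost without mutant replicate 2 and, in a test chosen after the data were seen, without chromosome 16 (adjusted p = 0.375), and the apoptosis call without mutant replicate 1 (0.0994). By fry the yolk and liver list had 0.124.

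**Figure D1:**
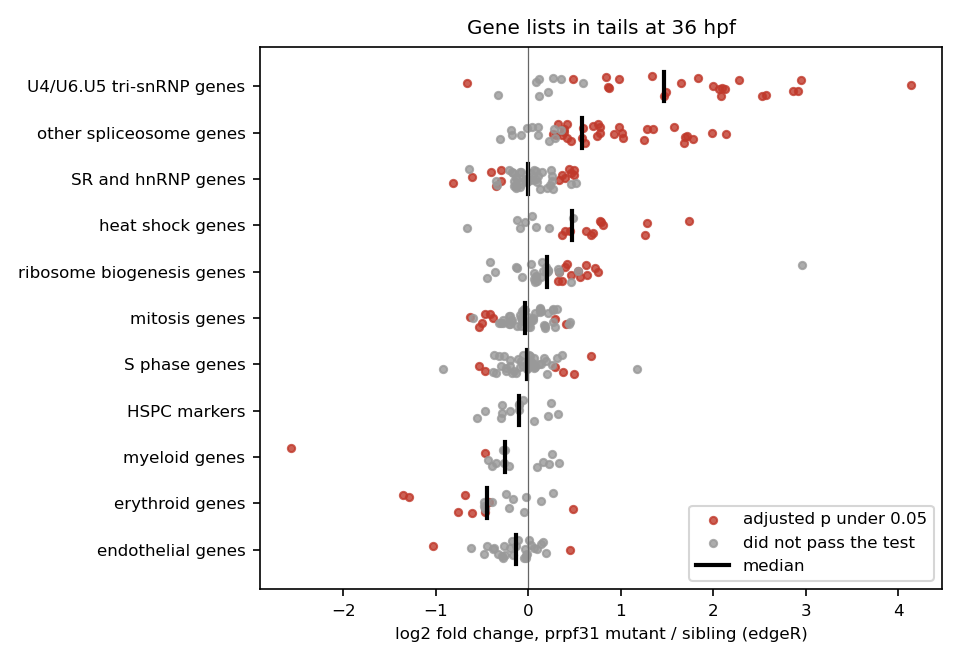
Log2 fold change of every tested member of 11 gene lists, *prpf31*-/- over sibling tails, 3 libraries each. Each point is a gene, red where edgeR's adjusted p passed and grey where it did not, and the black bar is the list's median, which is highest for the tri-snRNP list at 1.46.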

As Prpf31 functions in RNA splicing, we focused on the differential AS events (DASEs) enriched upon Prpf31 depletion. 

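Splicing of *tnnt3b*, *glyr1*, *kdm6al*, *rbm39a* and other genes differed between *prpf31*-/- and sibling tails. The events named here are among the 3 with the largest PSI difference of their class and direction, of those with at least 20 junction reads in every library and no overlap between the 3 mutant and the 3 sibling libraries; a class with many events holds larger differences than some named here from other classes. In *tnnt3b*, a troponin T gene of fast muscle, an exon of 18 nt on chromosome 7 from 39450967 to 39450984 had a PSI of 0.352 ± 0.0697 (SD, n = 3) in mutants and 1 in every sibling library (adjusted p = 2.2e-07 from edgeR's test of the junction counts). Another exon pair of *tnnt3b*, of which only 1 exon is used in a transcript, switched from 0.0782 ± 0.0543 in siblings to 0.915 ± 0.0146 in mutants (SD, n = 3 each). An exon of 282 nt of *glyr1*, whose product reads a histone mark in gene bodies, fell from 1 to 0.325 ± 0.0492 (chromosome 3, 36451999 to 36452280). An intron of *kdm6al*, a histone demethylase gene, was retained at 0.803 ± 0.0931 in mutants and 0.155 ± 0.0803 in siblings (SD, n = 3 each), on chromosome 6 from 59883732 to 59884159. An intron of *ccnt2a*, a cyclin gene of transcription elongation, was retained at 0.849 ± 0.0145 in mutants and 0.355 ± 0.0440 in siblings (adjusted p = 9.6e-06 from the same test). An intron of *ngrn*, a mitochondrial RNA-binding factor, went from 0.0203 to 0.520. The 3 retained introns with the largest fall lie in *arglu1a* (0.529 in siblings, 0.197 in mutants), *rbm5* (0.537 and 0.238) and *rnpc3* of the minor spliceosome (0.386 and 0.148). Use of an alternative 5′ splice site fell in the splicing factor gene *rbm39a*, from 0.798 ± 0.0346 in siblings to 0.447 ± 0.0460 in mutants (SD, n = 3 each, adjusted p = 1.1e-04 from the same test), and rose in the gene of the RNA-binding protein *qkia* (0.417 to 0.693). Use of an alternative 3′ splice site fell in *u2af2a*, whose product recognizes 3′ splice sites and whose gene lies on chromosome 16, from 0.778 ± 0.0199 to 0.487 ± 0.0484 (adjusted p = 0.00288 from the same test). The alternative 3′ splice site of *mier1a*, the largest such difference upward of its class (0.264 in siblings, 0.473 in mutants), did not pass that test (adjusted p = 0.101). All these events were selected on these libraries, so that test is not independent evidence.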

We identified 793 DASEs in 636 genes across all splicing classes (Dataset S1) of which most (62.92%) were skipped exon events. Most of these skipped exon events (80.16%) showed decreases in percent spliced in (PSI) levels following Prpf31 depletion (Fig. S7*A*). 

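Exons were skipped more often and introns retained more often in *prpf31*-/- tails. Of 499 skipped exon events, PSI was lower in mutants in 400 and higher in 99, with a mean PSI of 0.579 in mutants and 0.719 in siblings. Of 72 retained intron events, PSI was higher in mutants in 64 and lower in 8, with a mean PSI of 0.358 in mutants and 0.193 in siblings. The other classes were split: 68 higher and 55 lower for mutually exclusive exons, 23 and 29 for alternative 3′ splice sites, and 30 and 17 for alternative 5′ splice sites. The exons with lower PSI had a median length of 87.5 nt, and 65.5% of them were a multiple of 3 nt long. Skipping those would keep the reading frame where the exon is coding. Only exon length was used for this, and whether each exon is coding was not examined. The introns with higher PSI had a median length of 99.5 nt. The mutant and sibling libraries did not overlap in 306 of the skipped exon events and in 61 of the retained intron events, where chance gives 10% for events not selected on their difference. By edgeR's test of the junction counts, 185 skipped exon events were lower and 28 higher, and 47 retained intron events were higher and 5 lower. As the events were selected on these libraries, that test is not independent evidence.

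**Figure D2:**
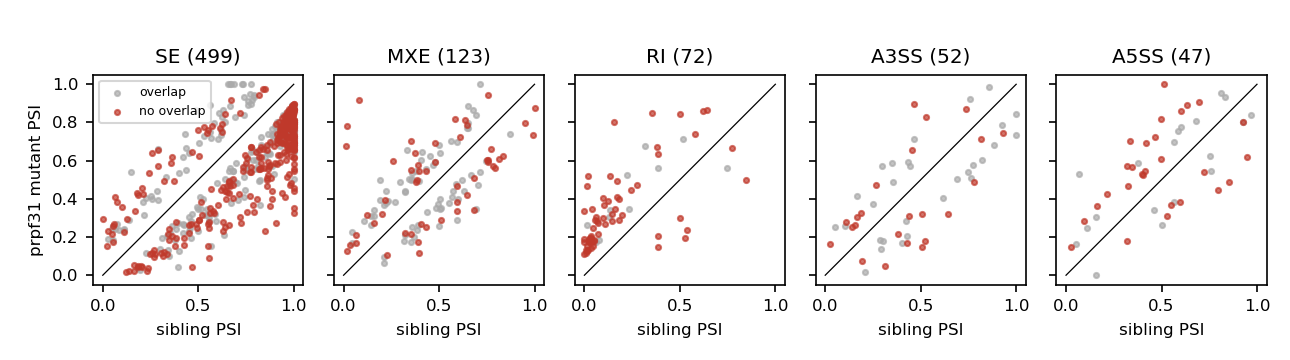
Mean PSI in *prpf31*-/- (vertical axis) against sibling tails (horizontal axis), 3 libraries each, for every event of the 5 classes. Red points are events whose mutant and sibling libraries did not overlap, grey points those that did, and the line marks equal PSI; 400 of 499 skipped exon events lie below it and 64 of 72 retained intron events above it.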

Functional annotation analysis of the differential AS genes revealed that several mitosis-related Gene Ontology (GO) terms were overrepresented (Fig. S7*B*, red boxes; and Datasets S2–S4). 

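Genes of chromosome segregation were among those spliced differently. Of 53 tested genes on a list of mitosis genes fixed before the data were examined, 9 had a DASE, against a mean of 2.84 in 10000 random lists matched on expression (one-sided permutation p = 0.0020). PSI of a skipped exon was 0.892 in mutants and 0.998 in siblings in *ube2c*, the E2 enzyme of the anaphase-promoting complex, 0.839 and 0.997 in *prc1a* of the spindle midzone, and 0.672 and 0.966 in *ska1* of the kinetochore. It was 0.0221 and 0.161 in the kinesin gene *kif2c*, 0.758 and 0.948 in the kinetochore motor gene *cenpe*, and 0.845 and 0.994 at one exon of the kinesin gene *kifc1*. Introns of the cyclin genes *ccna2* and *ccnb2* were retained at 0.114 and 0.173 in mutants and at 0 in siblings, and an intron of *cenpk*, a centromere gene, at 0.186 and 0.0282. These 9 genes were named after their values were seen, and 10 of their 12 events passed edgeR's test of the junction counts. The mutually exclusive exons of *cenpk* (adjusted p = 0.332) and *cenpe* (0.296) did not. The *kifc1* events are forms of 30 and 27 nt of the same exon with the same skipping counts, so they are not independent of each other. With events of an absolute PSI difference over 0.2 only, 2 of the genes remained, against a mean of 1.27 (permutation p = 0.362). The same permutation was run on all 28 fixed lists, which was not planned beforehand, and after adjustment over the lists mitosis genes had an adjusted p = 0.0187 and 2 others passed. Of 51 SR and hnRNP genes, the regulators of exon choice, 15 had a DASE against a mean of 2.38 (permutation adjusted p = 0.0028), such as a skipped exon of *hnrnpm* (0.555 in mutants, 0.868 in siblings) and a retained intron of *srsf9* (0.188 and 0.0250), named after their values were seen. Of 16 telomere genes, 5 had a DASE against a mean of 0.591 (permutation adjusted p = 0.0028): *tinf2*, *rtel1*, *terfa*, *tert* and *ctc1*. An event of *tinf2* and that of *rtel1* passed edgeR's test of the junction counts, and those of *terfa* (adjusted p = 0.0727), *tert* (0.348) and *ctc1* (0.238) did not. None of 46 S phase genes and none of 42 DNA repair genes had one, against means of 2.14 and 1.34. Only an excess was tested, so a shortage in these lists is not shown. The DASEs were selected on these libraries, and genes with fewer exons or junction reads can hold fewer of them, which the match on expression covers only in part. The mitosis list holds *cenpk*, *ska1* and *ccna2*, and the telomere list *tinf2*, which the paper follows by SqRT-PCR for their splicing. The tests of these lists are therefore not fully independent of the paper's own choice of genes.

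**Figure D3:**
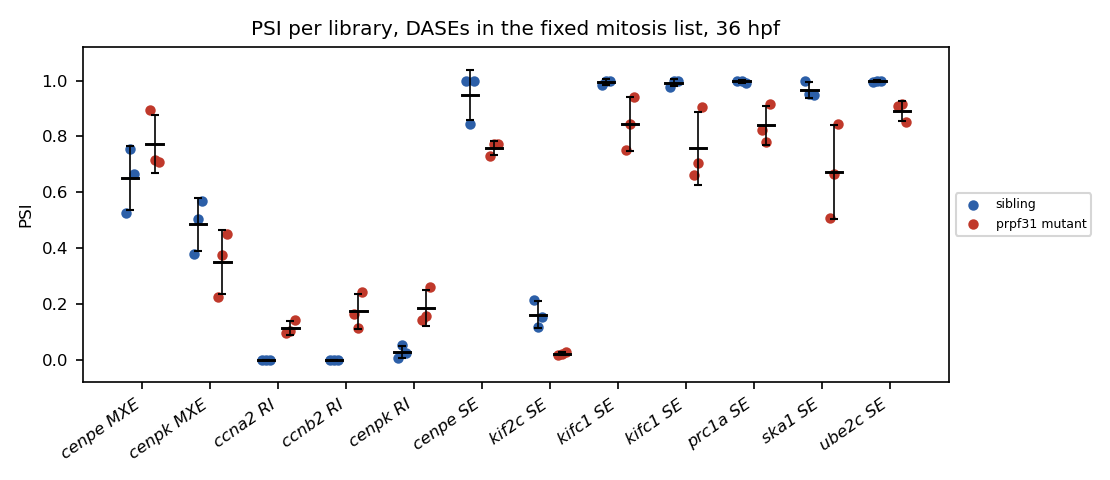
PSI in each library for the 12 DASEs in genes of the mitosis list, *prpf31*-/- and sibling tails at 36 hpf, with the mean and SD of 3 libraries as bars. The skipped exons of *ube2c*, *prc1a*, *ska1*, *kifc1* and *kif2c* are lower and the retained introns of *ccna2*, *ccnb2* and *cenpk* higher in the mutants.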

DASEs enriched in three representative Gene Ontology biological processes terms, that is, chromosome organization (GO: 0051276), regulation of cell cycle (GO: 0051726), and microtubule (MT)-based process (GO: 0007017), were visualized by heatmaps of normalized PSI (Fig. 5*A* and Dataset S5). 

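Skipped exons were mostly lower and retained introns mostly higher in the mutants within these terms, as among all DASEs, with expression of most of their genes not past the test. For chromosome organization, 37 events in 30 genes were found again with junction counts. PSI was lower in all 15 skipped exon events and higher in 5 of 6 retained intron events, 22 events separated the groups and 11 passed edgeR's test of the junction counts. For regulation of cell cycle, 44 of the paper's 46 events matched, in 39 genes. PSI was lower in 20 of 25 skipped exon events and higher in 7 of 7 retained intron events, 31 events separated the groups and 22 passed. For the microtubule-based process, 34 of 39 events matched, in 26 genes. PSI was lower in 21 of 27 skipped exon events, 18 events separated the groups and 11 passed. Over the 3 terms these were 94 events in 78 genes. PSI was lower in 45 of 55 skipped exon events and higher in 9 of 10 retained intron events, 59 events separated the groups and 34 passed. Among all DASEs, PSI was lower in 80.2% of skipped exon events and higher in 88.9% of retained intron events. Of all DASEs, 59.3% separated the groups and 39.7% passed, so the terms were much like the whole. All were selected on these libraries, so the events that passed are not independent evidence. Of 77 genes of the terms with enough counts, 4 were higher and 9 lower in expression by edgeR. A skipped exon of *mdm4*, which the paper follows by SqRT-PCR and whose expression was lower (log2 fold change −0.67), was at 0.332 in mutants and 0.753 in siblings (adjusted p = 0.0114 from the junction test). A skipped exon of *kat5b* (ENSDARG00000004587), an acetyltransferase gene, was at 0.859 and 0.992 (adjusted p = 0.0129), and an intron of the demethylase gene *kdm8* was retained at 0.465 ± 0.317 in mutants and 0.0115 in siblings (SD, n = 3 each). The lowest number of junction reads in a library was 7 for *kdm8*, 15 for *mdm4* and 42 for *kat5b*, so PSI of *kdm8* and *mdm4* is imprecise. The paper's own enrichment values for the 3 terms, from Dataset S2, are a log10 p of −2.84, −2.43 and −2.64 and, after its correction for the number of terms, a log10 q of −0.54, −0.31 and −0.44. Of the 124 biological process terms it lists, 8 pass at q below 0.05, led by mRNA processing with a log10 q of −1.73. Of the 34 cellular component terms of Dataset S3, 7 do, among them microtubule cytoskeleton, chromosomal region and chromosome.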

The DASEs of the three representative Gene Ontology biological processes terms were confirmed by semiquantitative RT-PCR at 36 and 48 hpf (Fig. 5*B* and Dataset S6). Therefore, we propose that Prpf31 controls HSPC expansion, probably by modulating the AS of mitosis-related genes.

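Genes with a DASE were differentially expressed somewhat more often than other genes of like expression. Of 634 such genes tested, 114 passed edgeR's test, 51 higher and 63 lower. This is 18.0%, against a mean of 14.2% in random lists matched on expression (one-sided permutation p = 0.0041). The share was 15.0% against 13.2% without mutant replicate 2 (permutation p = 0.0951) and 7.26% against 6.18% without mutant replicate 3 (permutation p = 0.142). It was 8.83% against 6.92% without sibling replicate 1 (permutation p = 0.0329) and 9.15% against 7.31% without sibling replicate 2 (permutation p = 0.0436). The 58 genes with an intron retained more often had a median log2 fold change of 0.13, higher than in 99.5% of random lists (two-sided permutation p = 0.0108). Without sibling replicate 2 it was 0.087 (permutation p = 0.199), and without mutant replicate 1 it was 0.061 (permutation p = 0.240). The 355 genes with an exon skipped more often had a median of −0.022, against 0.025 in random lists (two-sided permutation p = 0.0050), and without mutant replicate 1 the p was 0.129 and without sibling replicate 3 it was 0.0572. Among the genes with skipped exons, the fold change went with the reading frame. The 118 genes whose skipped exon is not a multiple of 3 nt had a median log2 fold change of −0.15, and the 231 genes whose skipped exon is a multiple had −0.00030 (one-sided permutation test over genes, p = 9.0e-05). Genes are not independent replicates, and the reading frame was taken from exon length alone. The paper proposes that Prpf31 controls HSPC expansion, probably by way of the splicing of mitosis-related genes.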

**Figure 5:**
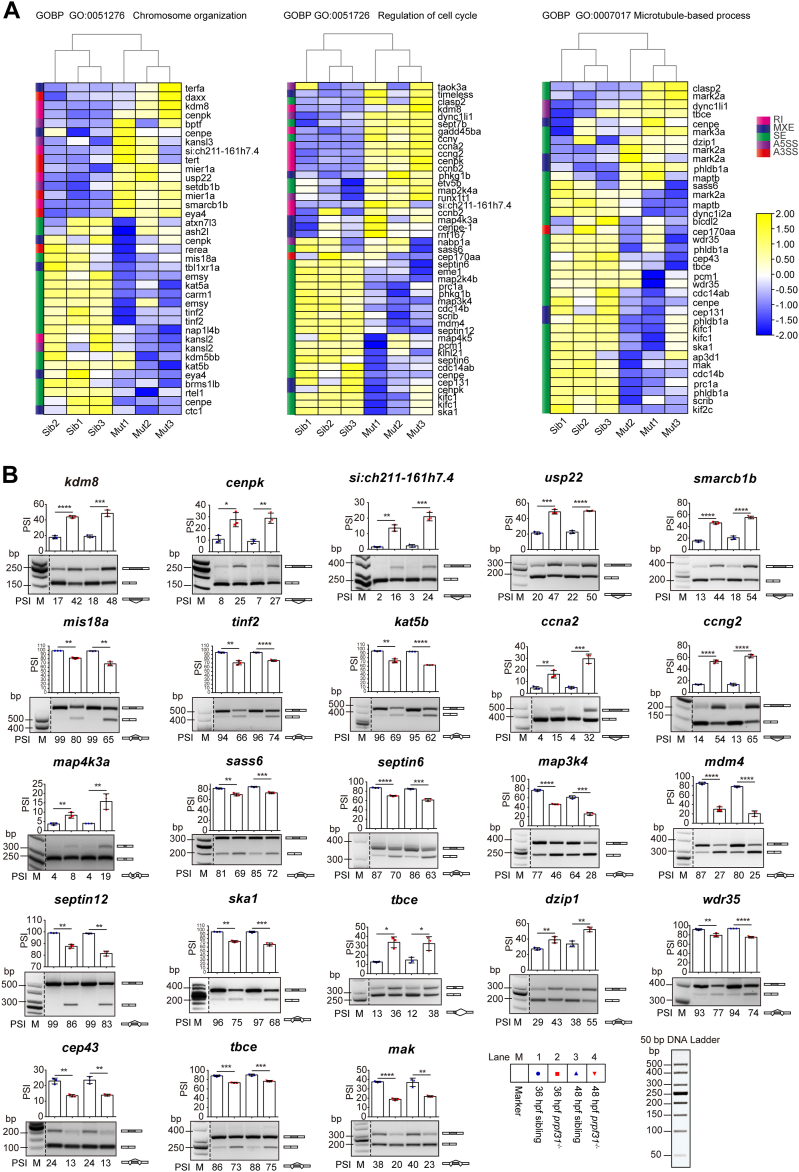
***prpf31***^**−/−**^**zebrafish exhibit severe aberrant alternative splicing of mitosis-related genes.***A*, DASEs corresponding to three representative GOBP terms, that is chromosome organization (GO: 0051276), regulation of cell cycle (GO: 0051726), and microtubule-based process (GO: 0007017) were visualized by heatmaps of normalized PSI. *B*, the DASEs of the representative genes were confirmed by SqRT-PCR. Data were shown as mean ± SD of three independent experiments (n = 3); unpaired two-tailed *t* test; ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, and ∗∗∗∗*p* < 0.0001. DASE, differential alternative splicing event; PRPF, pre-mRNA processing factor; PSI, percent spliced in; SqRT-PCR, semiquantitative reverse transcription PCR. GOBP, Gene Ontology biological processes.

### Aberrant AS of mitosis-related genes leads to mitotic malformations of HSPCs in the CHT of *prpf31*^−/−^ zebrafish

Next, we examined the mitotic status of HSPCs in the CHT of *prpf31*^−/−^; Tg (*cmyb*: EGFP) zebrafish. The mitotic HSPCs in the CHT of *prpf31*^−/−^ zebrafish exhibited typical mitotic prometaphase morphology at 36 hpf (Fig. 6*A*). The chromosomes were condensed and aligned, and the spindle MTs were well-organized. However, abnormal mitotic prometaphase morphology was observed at 48 hpf. The chromosomes exhibited oscillations and dispersed along the spindle MTs. The spindle MTs were disorganized, with shortened, elongated, monopolar, or polypolar spindle MTs (Fig. 6*A*). These defects are in agreement with morphological mitotic abnormalities observed in PRPF31-deficient human cells (33). Moreover, four genes (*septin6*, *smarcb1b*, *tinf2*, and *usp22*), which were mitosis-related and aberrantly spliced (Fig. 5, *A* and *B*), have been associated with the pathologies of specific HMs (34, 35, 36, 37, 38). These four genes were prominently expressed in the CHT at 36 and 48 hpf as shown by WISH, with their expression decreased in the CHT of *prpf31*^−/−^ zebrafish at 48 hpf (Fig. 6*B*). 

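All 4 genes held DASEs in *prpf31*-/- tails, and none passed the test for expression in these tails at 36 hpf. The events were selected on these same libraries, so the test of their junction counts is not independent evidence. *smarcb1b* encodes a subunit of the SWI/SNF chromatin remodeller. Its intron of 137 nt on chromosome 21, from 15603620 to 15603756, was retained at a PSI of 0.207 ± 0.0573 (SD, n = 3) in mutants and 0.0335 ± 0.00971 (SD, n = 3) in siblings (adjusted p = 1.6e-04 from edgeR's test of the junction counts). *usp22* encodes a deubiquitinase of the SAGA complex. Its intron of 70 nt on chromosome 12, from 1519290 to 1519359, was retained at 0.390 ± 0.108 in mutants and 0.122 ± 0.0513 in siblings (adjusted p = 0.0306 from the same test). *tinf2* encodes a shelterin subunit at telomeres. Its exon of 59 nt on chromosome 7, from 24036339 to 24036397, was included at 0.680 ± 0.118 in mutants and 0.963 ± 0.0320 in siblings (adjusted p = 0.0117 from the same test). A longer form of this exon, of 90 nt from 24036308, was included at 0.466 ± 0.168 and 0.859 ± 0.122 and did not pass (adjusted p = 0.0998). Both *tinf2* events have the same skipping counts, so they are not independent of each other. *septin6* encodes a filament-forming GTPase. Its exon of 46 nt on chromosome 14, from 33305346 to 33305391, takes part in a pair of events with different flanking exons. Its inclusion was 0.693 ± 0.118 in mutants and 0.912 ± 0.0210 in siblings in one (adjusted p = 0.0466) and 0.120 ± 0.0807 and 0.319 ± 0.0909 in the other (adjusted p = 0.107). The lowest number of junction reads in a library was 229 for *smarcb1b*, 31 for *usp22*, 40 and 10 for the *tinf2* events and 23 and 29 for the *septin6* events, so the PSI of the last 3 genes is the less precise. The log2 fold change of expression was −0.30 for *smarcb1b* (adjusted p = 0.0684 from edgeR), 0.36 for *usp22* (adjusted p = 0.0755), 0.058 for *tinf2* (adjusted p = 0.828) and 0.064 for *septin6* (adjusted p = 0.875). The *smarcb1b* value passed with DESeq2, with upper-quartile factors, without sibling replicate 3 and without mutant replicate 1.

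**Figure D4:**
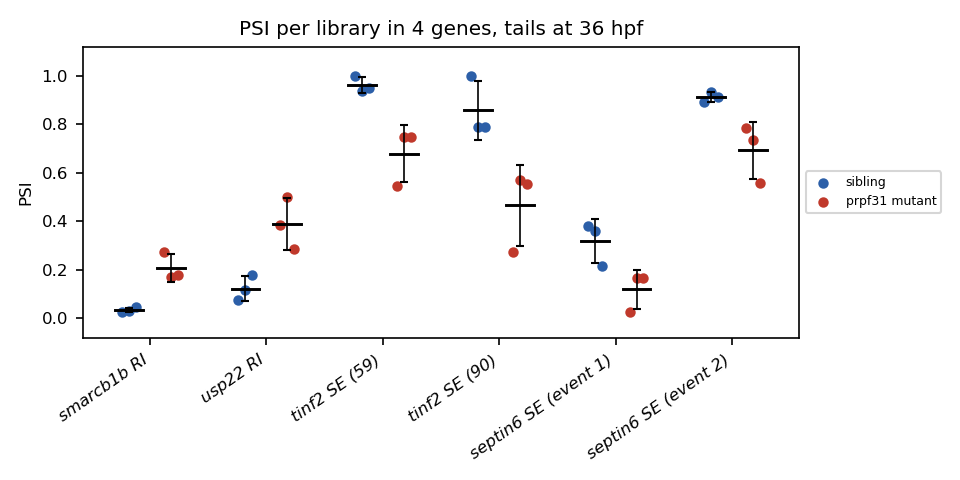
PSI in each library of *prpf31*-/- and sibling tails at 36 hpf for the events of *smarcb1b*, *usp22*, *tinf2* and *septin6*, with the mean and SD of 3 libraries as bars. Retention of the *smarcb1b* and *usp22* introns is higher and inclusion of the *tinf2* and *septin6* exons lower in the mutants.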

We also detected reduced expression of these four genes by quantitative real-time PCR (qRT-PCR) (Fig. 6*C*). Collectively, we demonstrate that aberrations in AS of mitosis-related genes, contribute to the mitotic malformations, M phase arrest, and expansion impairment, in the HSPCs of *prpf31*^−/−^ zebrafish.

**Figure 6:**
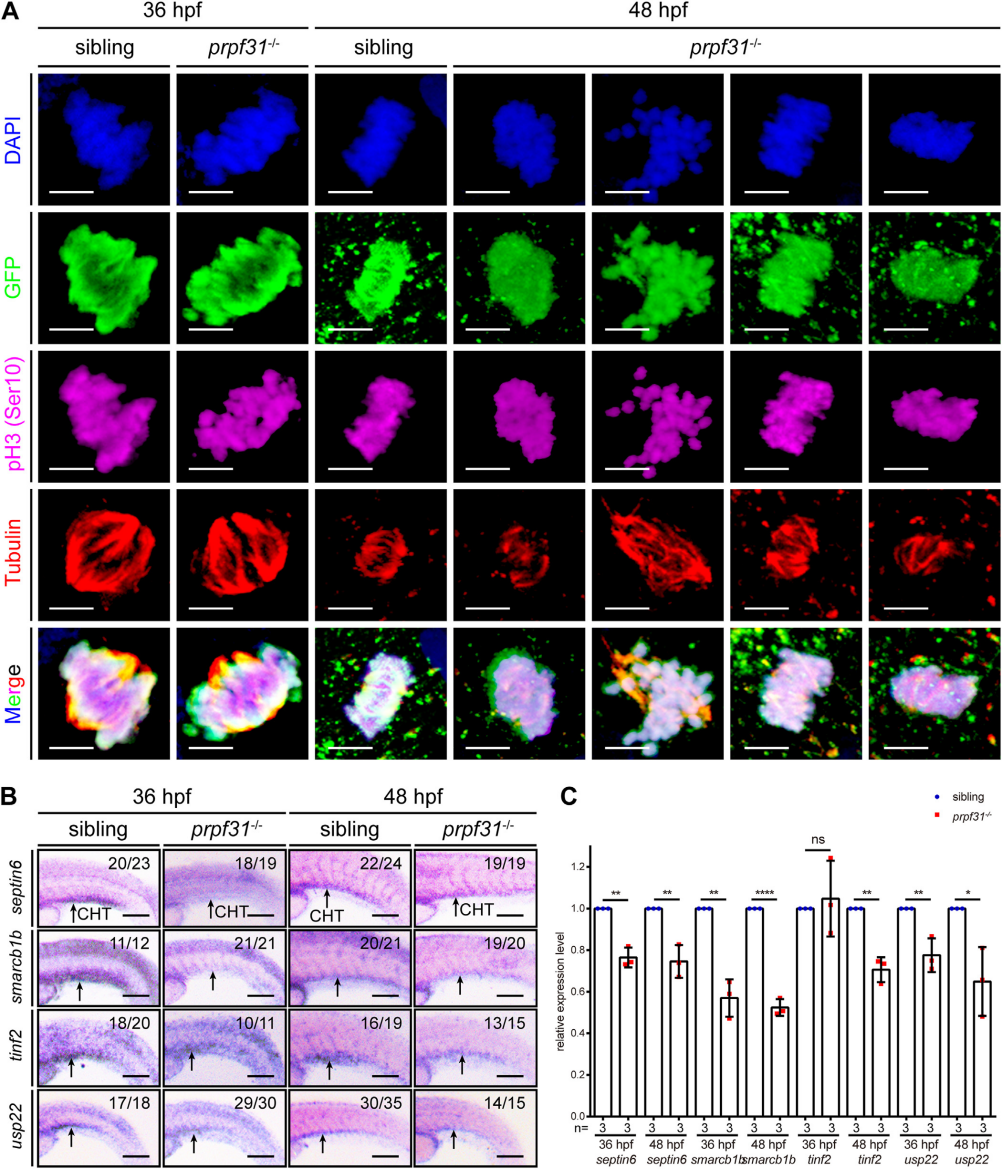
**Aberrant alternative splicing of mitosis-related genes leads to mitotic malformations of HSPCs in the CHT of *prpf31***^**−/−**^**zebrafish.***A*, quadruple staining of DAPI, *cmyb*:EGFP, pH3 (Ser10), and tubulin showed the mitotic status of HSPCs in the CHT of *prpf31*^−/−^ zebrafish and siblings at 36 and 48 hpf. At least 25 mitotic HSPCs in more than six embryos were observed for each group. The scale bars represent 4 μm. *B*, expression of four aberrantly spliced mitosis-related genes (*septin6*, *smarcb1b*, *tinf2*, and *usp22*) in the CHT of siblings and *prpf31*^−/−^ zebrafish at 36 and 48 hpf by WISH. Lateral views. *Black arrows* denote the CHT region. The number of embryos with similar gene expression patterns among all embryos examined were shown on the *top right* of each panel. The scale bars represent 100 μm. *C*, qRT-PCR analysis of four aberrantly spliced mitosis-related genes (*septin6*, *smarcb1b*, *tinf2,* and *usp22*) in siblings and *prpf31*^−/−^ zebrafish at 36 and 48 hpf. Data were shown as mean ± SD of three independent experiments (n = 3); unpaired two-tailed *t* test; ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗∗*p* < 0.0001; ns, not significant. CHT, caudal hematopoietic tissue; hpf, hours postfertilization; HSPC, hematopoietic stem and progenitor cell; pH3, phospho-histone 3; qRT-PCR, quantitative real-time PCR; WISH, whole-mount in situ hybridization. DAPI, 4′,6-diamidino-2-phenylindole; EGFP, enhanced green fluorescent protein.

## Discussion

PRPF31 is a ubiquitously expressed splicing factor, and plays a crucial role in the assembly of the spliceosome. Heterozygous mutations in *PRPF31* cause adRP (39, 40). It is fascinating why mutations in this ubiquitously expressed splicing factor, specifically result in clinical phenotype restricted to the retina. Here, for the first time, we report that Prpf31 plays a pivotal role in HSPC expansion during zebrafish embryogenesis. Deprivation of Prpf31 in zebrafish inhibited the expansion of HSPCs by perturbing the AS of mitosis-related genes (Fig. 7).

**Figure 7:**
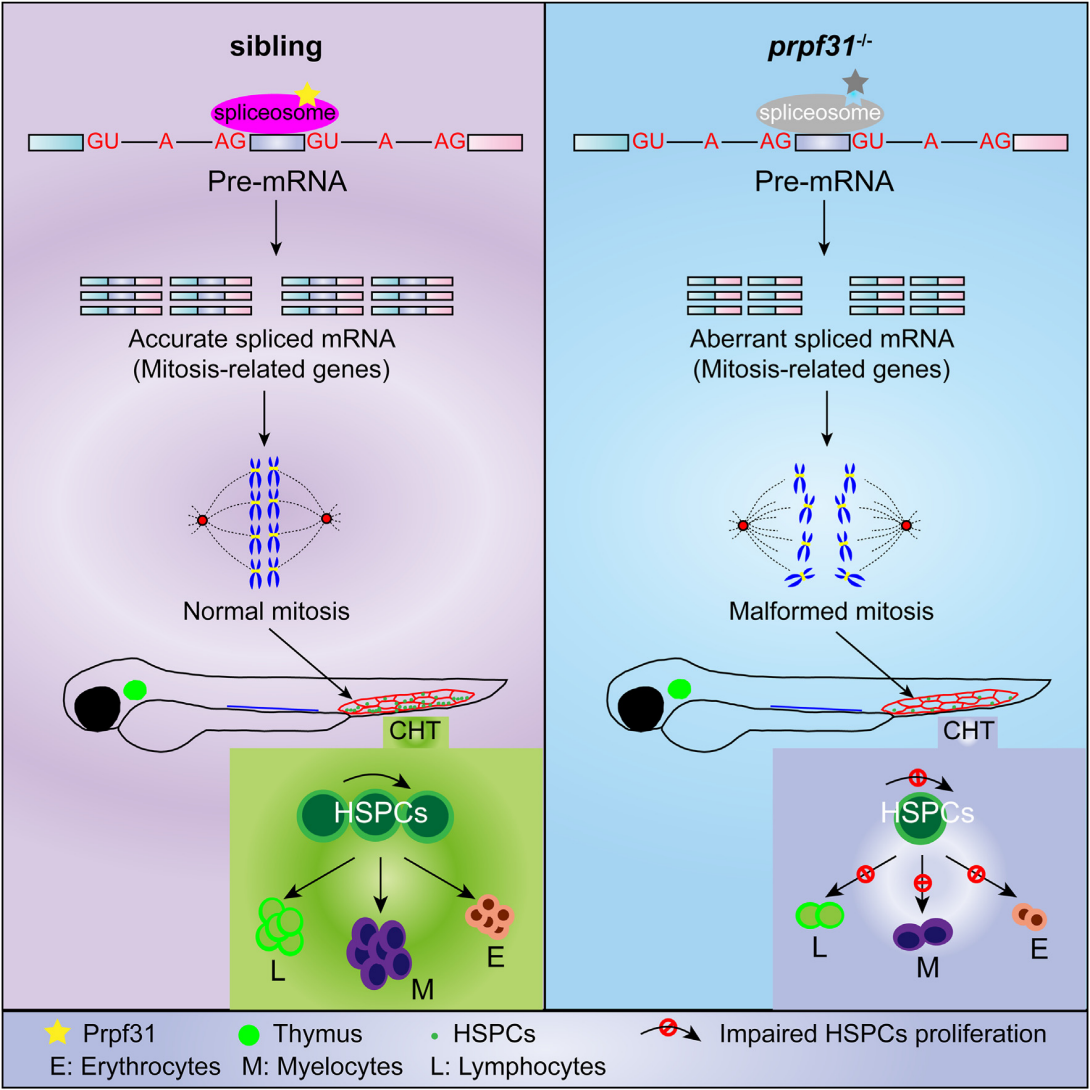
**Model of Prpf31 action in HSPC expansion during zebrafish embryogenesis.** In zebrafish embryogenesis, the nascent HSPCs undergo extensive proliferation for pool expansion and commitment-proliferation-differentiation in the CHT, which demand rapid and periodic regulated pre-mRNA alterative splicing. Accurate and sequential regulated pre-mRNA alterative splicing ensure efficient and precise HSPCs mitosis for rapid blood replenishment. In *prpf31*^−/−^ zebrafish, the spliceosomes cannot assemble effectively due to deficiency of Prpf31, which compromises the splicing efficiency of the spliceosome machine, and results in aberrant mRNA alternative splicing, perturbs the alternative splicing of mitosis-related genes, predisposes HSPCs to malformed mitosis and cell cycle arrest in M phase, and eventually impaired the expansion and differentiation of HSPCs in the CHT. CHT, caudal hematopoietic tissue; HSPC, hematopoietic stem and progenitor cell; PRPF, pre-mRNA processing factor.

AS is particular universal in the nervous and immune systems in which cells undergo rapid cell proliferation, differentiation, and migration (41). Our preliminary study demonstrated that Prpf31 deficiency compromised the mitosis and differentiation of retinal progenitor cells, by interfering with the AS of genes involved in spindle organization and DNA repair (29). In current study, we elucidate, for the first time, that depletion of Prpf31 impairs HSPC expansion by perturbing the AS of mitosis-related genes. The two above studies exactly delineate the sensitivity of neuron and immune system to aberrant AS, respectively. In embryonic definitive hematopoiesis, HSPCs undergo substantial expansion for self-renewal and commitment-proliferation-differentiation in the fetal liver (CHT in zebrafish) (42). These extensively proliferating HSPCs demand rapid and periodic regulated RNA transcription and protein synthesis, to achieve fast and effective blood replenishment, which are orchestrated by a series of biological processes, including pre-mRNA AS (43, 44). More than a thousand genes undergo accurate and efficient periodic AS during cell cycle progression, which highlights a critical role for AS in mitosis (45, 46). Prominently, fetal liver (CHT in zebrafish) HSPCs, with a high proliferative rate, display enhanced sensitivity to splicing factor mutations (21, 22, 24). This is in accordance with the perturbations in AS of mitosis-related genes and the deficiency in HSPC proliferation observed in *prpf31*^−/−^ zebrafish.

By using high-throughput transcriptomic analyses, researchers have found extensive and dynamic AS program takes place during human hematopoietic stem cell differentiation. AS manifests complex lineage and differentiation stage specificity during hematopoietic development. Moreover, spliceosomal components also show dynamic and tightly controlled expression during different hematopoietic differentiation stages (47, 48). We searched the expression pattern of *prpf31* in iCHTatlas, a web server providing spatiotemporal and high-resolution transcriptomic information of genes that are expressed in the CHT region during zebrafish HSPC expansion (28). We found that *prpf31* manifests relatively higher expression in HSPCs at 52 hpf (approximately the initial period of HSPC expansion), than the other hematopoietic stages (28 hpf, 36 hpf，3 dpf, 4 dpf, and 3 mpf), which suggests higher demand of Prpf31 during the initial period of HSPC expansion. Therefore, HSPCs may be more sensitive to the decrease of Prpf31 during HSPC expansion.

Approximately 95% of human multiexon genes undergo AS, but not all alternatively spliced transcripts produce functional proteins (2). Majority of all alternatively spliced transcripts harbor premature termination codons. These transcripts are predicted to be selectively degraded by the nonsense-mediated mRNA decay (NMD) pathway, thereby preventing the accumulation of such transcripts and production of potentially aberrant proteins (49). Numerous studies have reported a coupling action of AS to NMD (AS-NMD). This coordinated action is considered to control the ratio of functional to nonfunctional mRNA transcripts, ultimately degrading non-functional mRNAs containing premature termination codons (50). Autoregulation of splicing factors by AS-NMD have been documented in classical SR proteins (such as SRSF1, SRSF3, SRSF4, SRSF5, or SRSF7), hnRNP proteins (such as PTBP1, hnRNPA2B1, or hnRNPL), and spliceosome components (such as small nuclear ribonucleoprotein polypeptides B and B1), etc. (50). Ying Ge *et al.* (51) have summarized the functional consequences of AS within the hematopoietic system by coupling it to NMD. Accordingly, it is possible that Prpf31 may affect the AS of critical mitosis-related genes by the coupling action of AS to NMD (AS-NMD) in the same way as other splicing factors.

Currently, with the development of massively parallel sequencing technologies, a number of gene mutations in spliceosomal components have been implicated in the pathogenesis of human HMs. However, the intrinsic pathogenesis of spliceosomal components participating in HMs remains to be investigated (5, 12). The COSMIC database shows 0.22% (16/7278) of *PRPF31* mutation frequency in patients with HMs. Our study, therefore, may provide mechanistic insights for the clinical investigations of *PRPF31* mutations in HMs. HSPCs in *prpf31*^−/−^ zebrafish exhibited M phase arrest and abnormal mitotic prometaphase morphology. Experiments carried out by other researchers demonstrated that splicing factor *SRSF2* mutations induced dramatic inhibition of proliferation and G2/M phase arrest in primary human CD34+ cells and HEK293T cells (52, 53), while these deleterious effects did not occur in *SRSF2* mutated K562 cells or SRSF2-P95H myelodysplastic syndromes mouse models (52, 54, 55). Therefore, this G2/M arrest appears to occur specifically in the clonal hematopoiesis of indeterminate potential or preleukemic conditions. Disclosing the triggers that allow G2/M arrested cells reenter into the cell cycle may help to clarify the causes of malignant transformation of HMs and may shed light on potential combinational therapeutic targets.

We demonstrated that four mitosis-related genes (*septin6*, *smarcb1b*, *tinf2*, and *usp22*) were aberrantly spliced, with their expression decreased in the CHT of *prpf31*^−/−^ zebrafish. Additionally, we found that these four genes were associated with pathologies of specific HMs. SEPTIN6 has been identified as a myeloid/lymphoid leukemia fusion partner (34). Loss of SMARCB1 has been shown to promote acute myeloid leukemia cell migration and survival (35). Deletions of SMARCB1 are frequent in patients with chronic myeloid leukemia (36). *TINF2* is mutated in patients with dyskeratosis congenita, which is a heterogeneous inherited bone marrow failure syndrome (38). USP22 deficiency in Ras-driven myeloproliferative neoplasm blocks myeloid differentiation promoting acute myeloid leukemia (37). These studies further support the involvement of PRPF31 in normal hematopoiesis and HMs.

In summary, our research reveals a previously unrecognized role of Prpf31 in regulating HSPC expansion. Disclosing the AS regulatory function of Prpf31 in hematopoietic development might be helpful to clarify the physiological and pathological mechanisms of splicing factor participating in the hematopoietic development process.

## Experimental procedures

### Ethics statement

All zebrafish maintenance procedures and experiments were conducted under the guidance and approval of the Animal Research Ethics Committee of Tongji Medical College, Huazhong University of Science and Technology (Approval ID 2019-S907).

### Zebrafish maintenance and manipulation

The CRISPR/Cas9-mediated generation of *prpf31*^−/−^ zebrafish was described in our previous paper (29). WT siblings represent *prpf31*^+/+^ zebrafish bred from male and female *prpf31*^+/−^ parents. The *prpf31*^+/−^; Tg (*cmyb*: EGFP) and *prpf31*^+/−^; Tg (*flk1*: EGFP) transgenic zebrafish strains were obtained from crossing of *prpf31*^+/−^ zebrafish with the WT; Tg (*cmyb*: EGFP) and WT; Tg (*flk1*: EGFP) transgenic lines, respectively.

### RNA extraction, complementary DNA synthesis, qRT-PCR, and SqRT-PCR

Total RNA was isolated from dissected tissues (for zebrafish at 24 hpf, containing the RBI and ICM regions; for zebrafish at 36 hpf, 48 hpf, and 3 dpf, containing the AGM and CHT regions) (n ≥ 30 for each group) of zebrafish using Total RNA Extraction Reagent (Vazyme, R401-01). Complementary DNA was synthesized from 1 μg of total RNA using HiScript II Q RT SuperMix for qPCR (Vazyme, R223-01). The qRT-PCR was performed with AceQ qPCR SYBR Green Master Mix (Vazyme, Q141-03) in a StepOnePlus real-time PCR system (Life Technologies). Semiquantitative reverse transcription PCR (SqRT-PCR) was performed using Green Taq Mix (Vazyme, P131-01). The abundance of the SqRT-PCR segment bands was measured using Image J (https://imagej.net/ij/). Primers used for qRT-PCR and SqRT-PCR are summarized in Dataset S7.

### Protein extraction and immunoblotting analysis

For zebrafish at 24 hpf, the tails of zebrafish embryos were dissected for genotyping, the residual tissues (containing the primitive hematopoietic RBI and ICM regions) (n ≥ 30 for each group) with similar genotypes were lysed and ultrasonicated in radio immunoprecipitation assay (RIPA) lysis buffer (Beyotime, P0013B). For zebrafish at 36 hpf, 48 hpf, and 3 dpf, the heads of zebrafish embryos were dissected for genotyping, the residual tails (containing the AGM and CHT regions) (n ≥ 30 for each group) with similar genotypes, were lysed and ultrasonicated in RIPA lysis buffer.

For HEK293 cells, cells were digested with trypsin, washed with PBS, lysed, and ultrasonicated in RIPA lysis buffer after 48 h of transfection.

Western blotting was performed as described previously (56). The following primary antibodies were used: anti-PRPF31 antibody (GeneTex, GTX117081, 1:1000), anti-GAPDH antibody (Proteintech, 60004-1-Ig, 1:3000), and anti-phospho-histone H3 (Ser10) antibody (Affinity, AF3358, 1:1000).

### Whole-mount *in situ* hybridization

Primers used for probe synthesis are listed in Dataset S7. The amplificated segments were ligated into the pGEM-T easy vector (Promega, A137A). The linearized plasmids were transcribed *in vitro* by T7 or SP6 RNA polymerase (Promega, P207E, P108B) with digoxigenin RNA Labeling Mixture (Roche, 11277073910). WISH was carried out using conventional 4-nitro blue tetrazolium chloride/5-bromo-4-chloro-3-indolyl-phosphate precipitation by alkaline phosphatase (Roche, 11681451001) (57). Images were captured by a series zoom stereo microscope (Cnoptec, SZ680) connected with a digital camera. After imaging, DNA of the embryos was extracted for genotyping. Signal intensity of mRNA level detected by WISH was quantified as previous described (58).

### Sudan black B staining and O-dianisidine staining

Sudan Black B and O-dianisidine staining were performed as described previously (59, 60).

For Sudan black staining, embryos at indicated stages were fixed with 4% paraformaldehyde (PFA) at 4 °C overnight. After rinsing in phosphate buffered saline with tween 20 (PBST), the embryos were incubated with Sudan black B (Sigma-Aldrich, 199664) working solution for 30 min at room temperature, washed extensively in 70% ethanol, and then progressively rehydrated to PBST. Finally, the embryos were transferred to 100% glycerol, and imaged by a series zoom stereo microscope (Cnoptec, SZ680) connected with a digital camera.

For O-dianisidine staining, live embryos at indicated stages were incubated with O-dianisidine (Sigma-Aldrich, D1943) staining solution for 15 min in the dark, washed with PBST, fixed in 4% PFA for 30 min. After washed with PBST, stained embryos were mounted in 100% glycerol for imaging.

### Live imaging of zebrafish embryos

Zebrafish embryos were collected at indicated stages, and live imaging of blood circulation was recorded using System microscope BX53 (Olympus).

### *In vitro* transcription and microinjection

The phenotypic rescue was conducted as previously described (29). Briefly, we constructed a PCS2+8CmCherry-zf*prpf31* CDS full-length plasmid. Then, the plasmid was linearized and *in vitro* transcribed into mRNA. The mRNA was injected into the 1 to 2 cell stage embryos bred from male and female *prpf31*^+/−^ parents.

### TUNEL labeling, EdU incorporation, and immunostaining

For TUNEL labeling, embryos of Tg (*cmyb*: EGFP) zebrafish were collected at 36 and 48 hpf and fixed in 4% PFA at 4 °C overnight. Next, the embryos were washed, and digested with proteinase K (Tiangen, RT403). Then, the embryos were blocked with blocking buffer, incubated with goat anti-GFP antibody (GeneTex, GTX26673, 1:200), followed by incubating with the secondary antibody. After that, the embryos were labeled with TUNEL BrightRed Apoptosis Detection Kit (Vazyme, A113-01).

For EdU incorporation, embryos of Tg (*cmyb*: EGFP) zebrafish were collected, and immersed in egg water containing 2 mM EdU/10% dimethyl sulfoxide for 30 min at 4 °C. After rinsing several times in egg water, the embryos were transferred into fresh egg water incubating at 28.5 °C for the next 2 h. Then, the embryos were collected, fixed, washed, digested, blocked, and incubated with primary and secondary antibodies as described in the TUNEL labeling assay. After that, the embryos were stained with the Cell-Light EdU Apollo567 *In Vitro* Kit (RiboBio, C10310-1).

For immunostaining, the embryos were collected, fixed, washed, digested, blocked, and incubated with primary and secondary antibodies as aforementioned. Then the embryos were stained with 4′,6-diamidino-2-phenylindole (Beyotime, C1002, 1:1000). The following primary antibodies were used: goat anti-GFP antibody (GeneTex, GTX26673, 1:200), rabbit anti-phospho-histone H3 (Ser10) antibody (Affinity, AF3358, 1:200), and rat anti-tubulin antibody (Abcam, ab6160, 1:300).

The heads of embryos were used for genotyping, and the tails (containing both AGM and CHT) were mounted on slices, and coverslipped with Mowiol mounting media. All images were captured by FV1000 (Olympus).

### RNA-seq and bioinformatics analysis

Embryos, which were bred from male and female *prpf31*^+/−^ parents, were collected at 36 hpf. The heads were dissected for genotyping, the residual dissected tails (including the AGM and CHT) (n ≥ 30 for each group) of similar genotypes were used for RNA extraction. RNA sequencing was performed on an Illumina HiSeq2000 platform by Novogene. The Hisat2 was used to map the RNA-seq data to the zebrafish GRCz11 genome. DASEs were selected using the following cut-off values: false discovery rate <0.05, and |ΔPSI| >0.1. 

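Transcripts of 636 genes differed in splicing between *prpf31*-/- and sibling tails by these limits, and the differences ranged widely in how well they stood out from the spread between libraries. PSI of the mutant libraries lay on one side of that of the sibling libraries in 470 of the 793 events, and 347 events had an absolute PSI difference over 0.2. When any 1 library was left out, between 703 and 731 events kept an absolute PSI difference over 0.1. The paper's text does not name the program that gave the false discovery rate. In edgeR's quasi-likelihood test of the inclusion and skipping counts, with a term for each library and an interaction of form and genotype, 315 events (39.7%) passed after adjustment over the listed events. The listed events were selected on these libraries, so this count is not independent evidence. Events of the same gene can share reads, as in *kifc1* and *tinf2*, so the counted events are not all independent of each other.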

Functional GO enrichment analysis was performed by Metascape (http://metascape.org/gp/index.html), and visualized by bioinformatics (http://www.bioinformatics.com.cn/). Heatmaps were plotted by TBTools.

### Cell culture and transfection

HEK293 cells were cultured according to standard protocols. Cells were seeded into 12-well plates (1 × 10^5^ cells per well). After 20 h, cells were transfected with NC or *prpf31* si-RNA using the Lipofectamine 3000 (Invitrogen, L3000075) according to the manufacturer's protocol. The efficiency of interference was confirmed by Western blotting after 48 h of transfection.

### Cell proliferation assay

The cell proliferation assay was performed using the CCK-8 kit (BioSharp, BS350B) according to the manufacturer's protocol. Briefly, 100 μl cell suspension containing 6 × 10^3^ cells of HEK293 cell lines were seeded into 96-well plates and transfected with NC or *prpf31* si-RNA after 20 h. Subsequently, transfected cells were cultured for the next 24, 48, 72, or 96 h. Then, the culture medium was replaced with 100 μl fresh culture medium and 10 μl CCK-8. After incubation for an additional 2 h, the absorbance was measured at 450 nm using a Microplate Spectrophotometer (BioTek Eon).

### Flow cytometry analysis of the cell cycle

Cell cycle distribution was assessed by flow cytometry. Briefly, 1000 μl cell suspension containing 1 × 10^5^ cells of HEK293 cell lines were seeded into 12-well plates and transfected with NC or *prpf31* si-RNA after 20 h. Subsequently, transfected cells were cultured for the next 48 h. Then, cells were harvested, washed with cold PBS, and fixed using 75% cold ethanol overnight at 4 °C. After centrifugation, the cells were washed twice with cold PBS, and incubated with RNase at 37 °C for 30 min. Subsequently, the cells were stained with propidium iodide staining solution in the dark for 30 min. Cell cycle distribution was analyzed using CytoFLEX Flow Cytometer and CytExpert software (Beckman Coulter; https://www.beckman.com/flow-cytometry/research-flow-cytometers/cytoflex/software).

### Statistical analysis

All experiments were independently performed at least three times (n ≥ 3). Data were analyzed with GraphPad Prism (https://www.graphpad.com/) using unpaired two-tailed Student *t* test and presented as mean ± SD *p* <0.05 was statistically significant (∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, and ∗∗∗∗*p* < 0.0001).

## Data availability

RNA-seq data performed for this study is deposited in Gene Expression Omnibus database under the accession number GSE171661.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: The splicing factor Prpf31 is required for hematopoietic stem and progenitor cell expansion during zebrafish embryogenesis
**Source:** J Biol Chem. 2024 Feb 19;300(3):105772. doi: 10.1016/j.jbc.2024.105772
**Supplement:** Supporting information

**The splicing factor Prpf31 is required for** **hematopoietic stem and progenitor cell expansion during zebrafish embryogenesis**

**Yuexia Lv^1^****^, 2, ‡^, Jingzhen Li^1, 3, ‡^, Shanshan Yu^1, 4^,** **Yangjun Zhang^5^, Hualei Hu^1^, Kui Sun^1^, Danna Jia^1^, Yunqiao Han^1^, Jiayi Tu^1^, Yuwen Huang****^1^, Xiliang Liu^1^,** **Xianghan Zhang^1^, Pan Gao^1^, Xiang Chen^1^, Mark Thomas Shaw Williams^6^, Zhaohui Tang^1^, Xinhua Shu^6^, Mugen Liu^1, *^, Xiang Ren^1, *^**

*From the ^1^ Key Laboratory of Molecular Biophysics of the Ministry of Education,* *College of Life Science and Technology, Huazhong University of Science and Technology, Wuhan, China**;* *^2^ Department of Prenatal Diagnosis Center, The Third Affiliated Hospital of Zhengzhou University, Zhengzhou, China; ^3^ Research Center for Biochemistry and Molecular Biology, Jiangsu Key Laboratory of Brain Disease Bioinformation, Xuzhou Medical University, Xuzhou, China; ^4^ Institute of Visual Neuroscience and Stem Cell Engineering, College of Life Sciences and Health, Wuhan University of Science and Technology, Wuhan, China; ^5^ Department of Urology, Tongji Hospital, Tongji Medical College, Huazhong University of Science and Technology, Wuhan, China; ^6^ Department of Biological and Biomedical Sciences,* *Glasgow Caledonian University,* *Glasgow, United Kingdom.*

‡These authors contributed equally to this work.

*For correspondence: Xiang Ren, ; Mugen Liu, .

**Supporting information**

**Supporting figure**

**
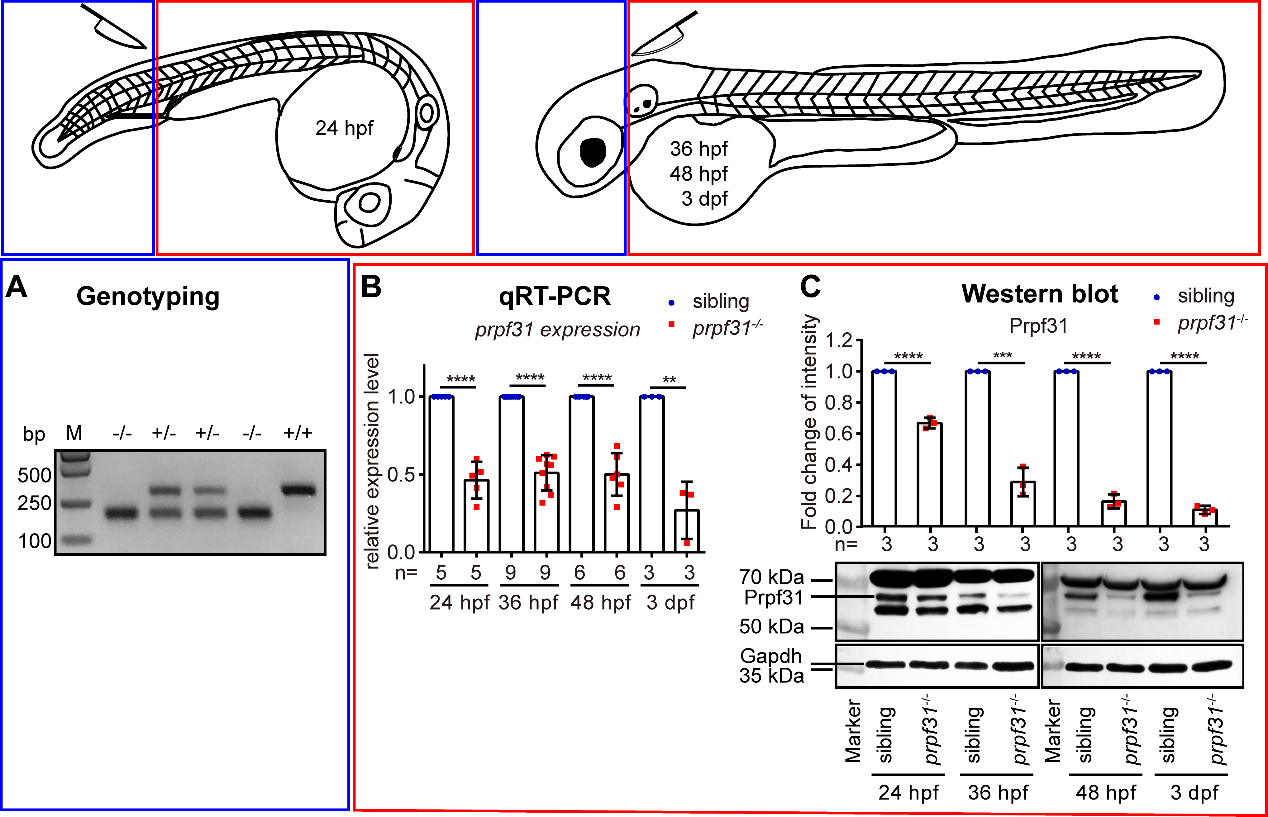
**

**Figure S1. Schematic diagram of tissue dissection of zebraﬁsh used in this study, and genotype, mRNA, and protein level validation.**

(**A**) Amplification and DNA gel electrophoresis of *prpf31* gene segments for genotype validation. (**B**) Reduced *prpf31* mRNA level was detected by qRT-PCR analysis in *prpf31*^-/-^ zebrafish at 24 hpf, 36 hpf, 48 hpf, and 3 dpf. Statistical data of at least three independent experiments were analyzed using unpaired two-tailed *t*-test, and shown as mean ± SD; **p < 0.01, ****p < 0.0001. (**C**) Western blot analysis demonstrated reduced expression of Prpf31 protein in *prpf31*^-/-^ zebrafish at 24 hpf, 36 hpf, 48 hpf, and 3 dpf. Gapdh was used as an internal control. Data were shown as mean ± SD of three independent experiments (n = 3); unpaired two-tailed *t* test; ***p < 0.001, ****p < 0.0001.

**
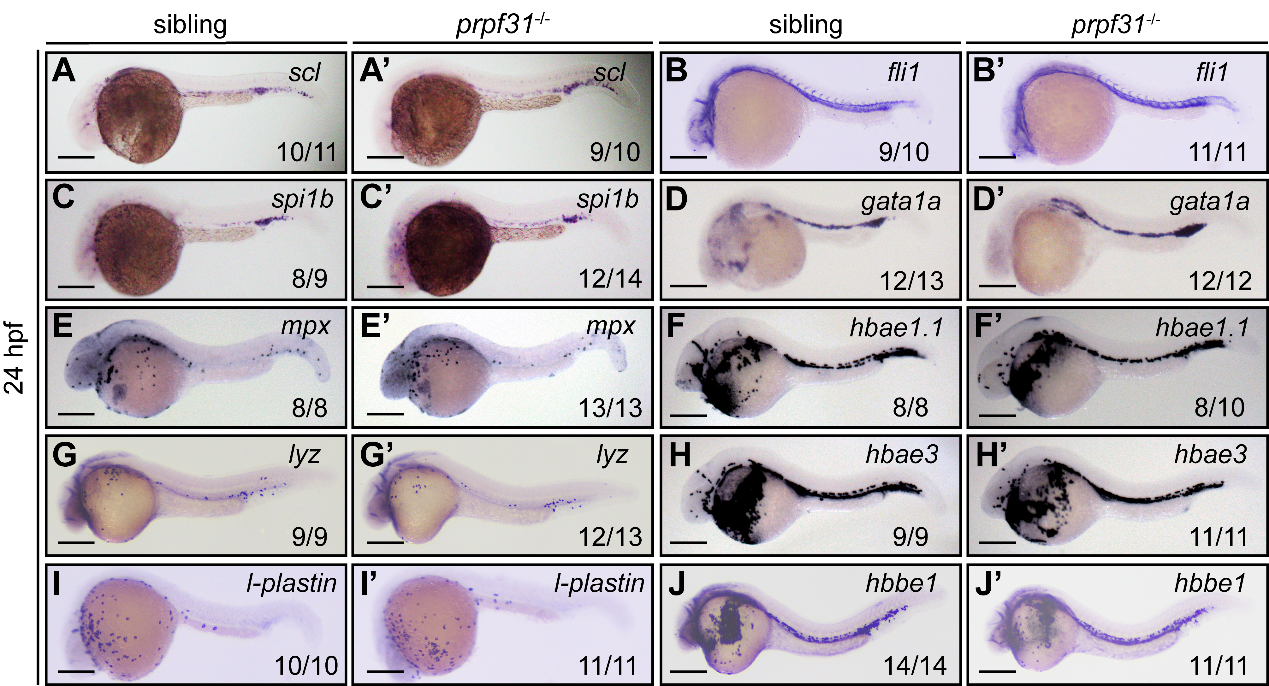
**

**Figure S2. Primitive hematopoiesis is normal in *prpf31*^-/-^ zebrafish.**

(**A-J** and **A’-J’**) Expression of *scl* (A, A’), *fli1* (B, B’), *spi1b* (C, C’), *gata1* (D, D’), *mpx* (E, E’), *hbae1.1* (F, F’), *lyz* (G, G’), *hbae3* (H, H’), *l-plastin* (I, I’), and *hbbe1* (J, J’) were indistinguishable between *prpf31*^-/-^ zebrafish and wild-type siblings at 24 hpf by WISH. Lateral views, anterior to the left, and dorsal upwards. The number of embryos with similar gene expression patterns among all embryos examined were shown at the bottom right of each panel. Scale bars, 250 μm.

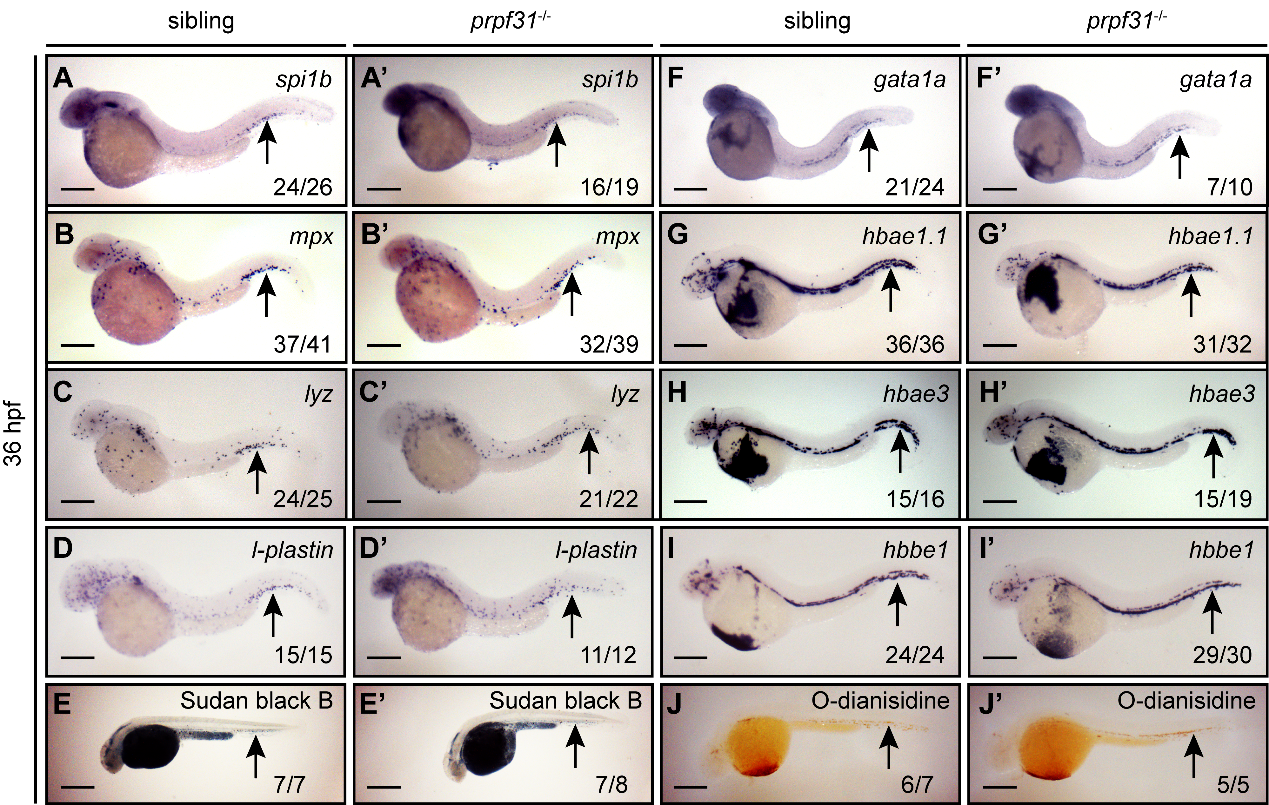

**Figure S3. *prpf31*^-/-^ zebrafish exhibit normal EMP formation.**

(**A-J** and **A’-J’**) Expression of *spi1b* (A, A’), *mpx* (B, B’), *lyz* (C, C’), *l-plastin* (D, D’), *gata1a* (F, F’), *hbae1.1* (G, G’), *hbae3* (H, H’), and *hbbe1* (I, I’), and staining signal of Sudan black B labeled neutrophils (E, E’) and O-Dianisidine labeled erythrocytes (J, J’) were comparable between *prpf31*^-/-^ zebrafish and siblings, at 36 hpf by WISH. Lateral views, anterior to the left, and dorsal upwards. The number of embryos with similar gene expression patterns among all embryos examined were shown at the bottom right of each panel. Scale bars, 250 μm.

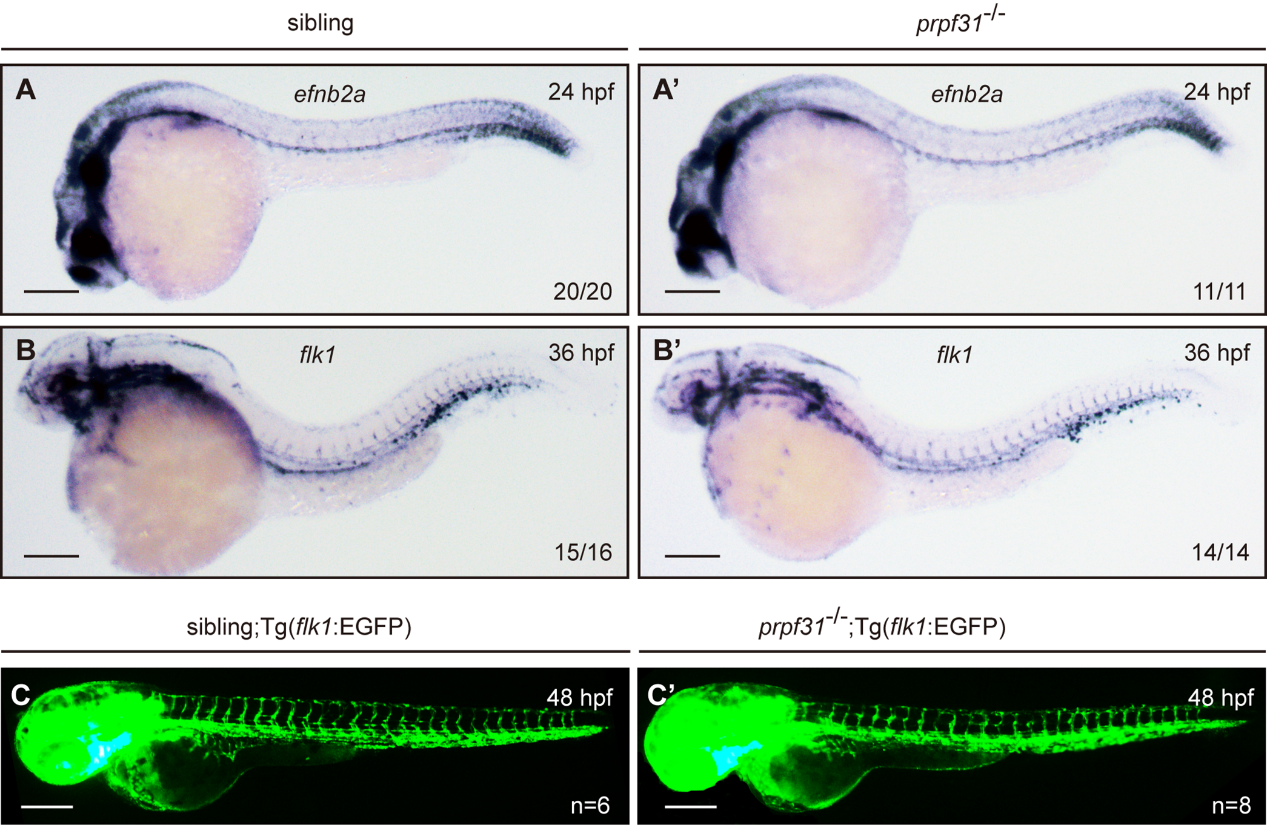

**Figure S4. Vasculogenesis and vasculature are intact in *prpf31*^-/-^ zebrafish.**

(**A-B** and **A’-B’**) WISH results showed normal expression of *efnb2a* (A, A’) and *flk1* (B, B’) in *prpf31*^-/-^ zebrafish and siblings, respectively at 24 and 36 hpf. The number of embryos with similar gene expression patterns among all embryos examined were shown at the bottom right of each panel. Scale bars, 250 μm. (**C** and **C’**) *In vivo* observation of the vasculature within a Tg (*flk1*: EGFP) transgenic background demonstrated well organized vasculature and caudal vein plexus in the CHT in both *prpf31*^-/-^ zebrafish and siblings at 48 hpf. The total number of embryos examined were indicated at the bottom right of each panel. Scale bars, 250 μm.

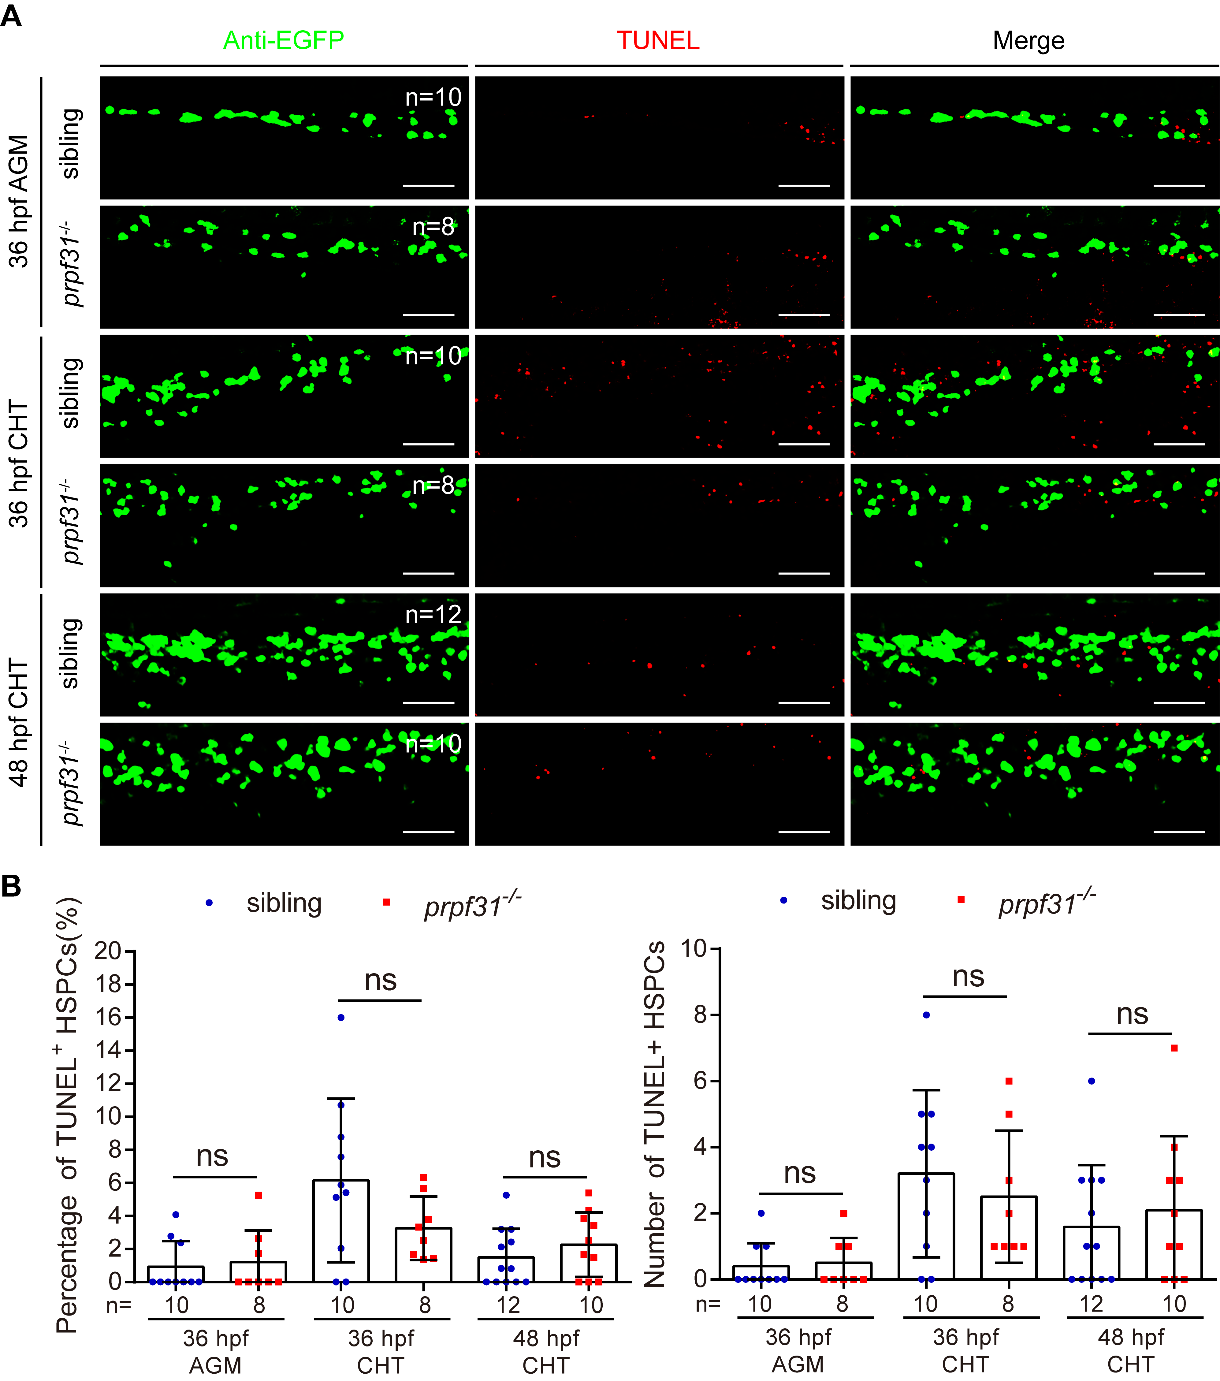

**Figure S5. HSPC deficiency in *prpf31*^-/-^ zebrafish is not mediated by the apoptosis of HSPCs.**

(**A**) Double staining of EGFP and TUNEL showed no significant increase of apoptotic HSPCs in the AGM and CHT of *prpf31*^-/-^ zebrafish at 36 and 48 hpf. The total number of embryos examined were indicated at the top right of each panel. Scale bars, 50 μm. (**B**) Quantification of the percentage and number of TUNEL^+^ HSPCs detected in (A). The total number of embryos examined were indicated below each column. Mean ± SD; unpaired two-tailed *t* test; ns, not significant, p > 0.05.

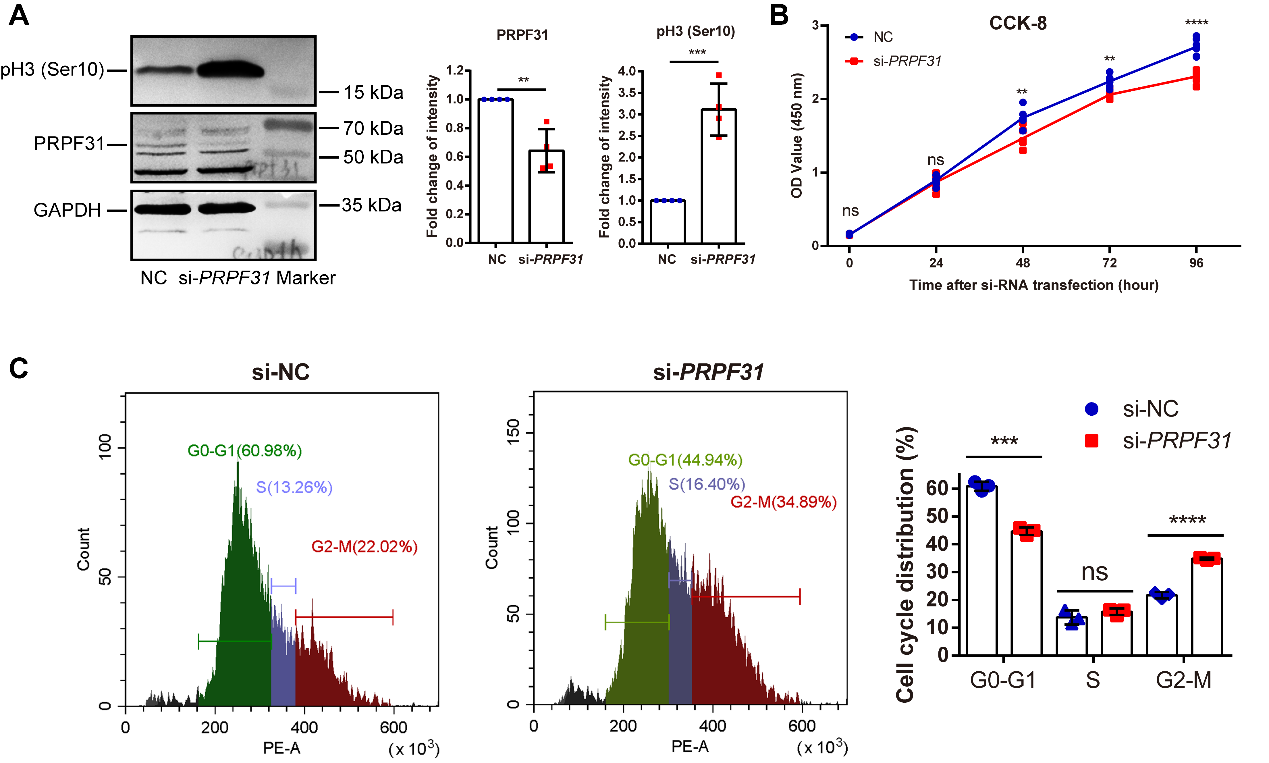

**Figure S6. Knockdown of *PRPF31* in HEK293 cell inhibited cell proliferation and caused M phase arrest.**

(**A**) Western blot analysis demonstrated reduced expression of PRPF31 protein and increased pH3 (Ser10) protein in si-*PRPF31* groups at 48 hours after si-RNA transfection. GAPDH was used as an internal control. Data were shown as mean ± SD of four independent experiments (n = 4); unpaired two-tailed *t* test; **p < 0.01, ***p < 0.001. (**B**) Cell Counting Kit-8 (CCK-8) assay indicated significantly reduced cell proliferation in si-*PRPF31* groups at 48, 72, and 96 hours after si-RNA transfection. Data were shown as mean ± SD of six independent experiments (n = 6); unpaired two-tailed *t* test; ns, not significant, **p < 0.01, ****p < 0.0001. (**C**) Flow cytometry analysis of the cell cycle showed increase in the percentage of cells in the G2/M phase arrest from 22.02% in NC HEK293 groups to 34.89% in si-*PRPF31* groups at 48 hours after si-RNA transfection. Data were shown as mean ± SD of three independent experiments (n = 3); unpaired two-tailed *t* test; ns, not significant, ***p < 0.001, ****p < 0.0001.

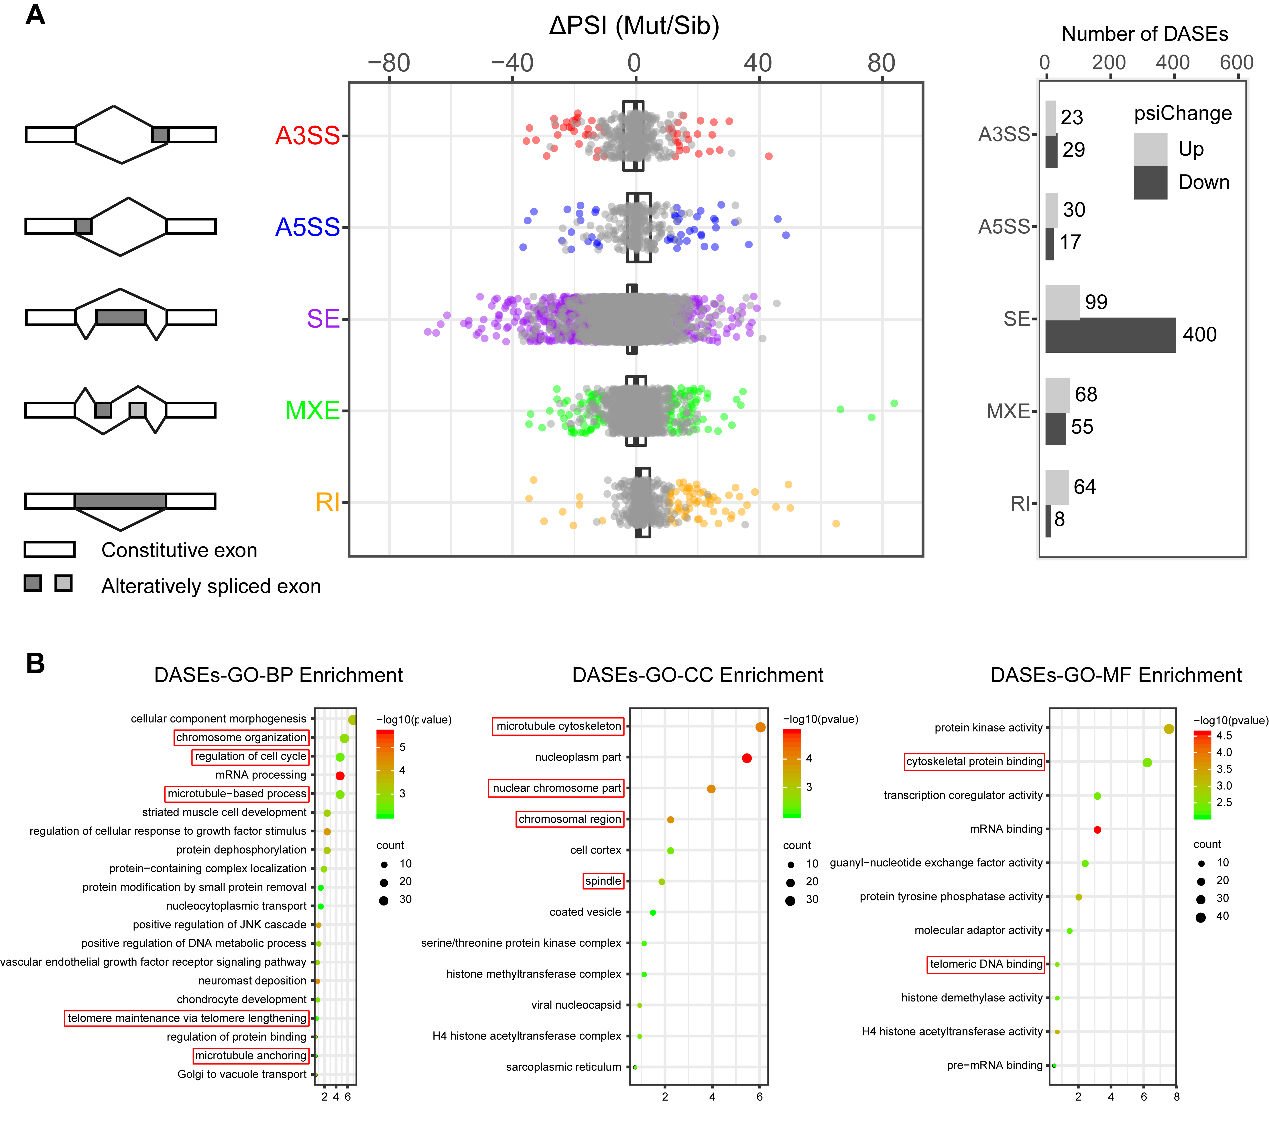

**Figure S7. Diagram showing differential alterative splicing event types and numbers, and functional gene ontology enrichment analysis showing enrichment in mitosis-related GO terms upon *prpf31* depletion.**

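Skipped exons, counted in 425 genes, were the most common class in *prpf31*-/- tails, and events of retained introns had the highest median of junction reads. These reads are the inclusion and skipping counts, and inclusion counts also hold reads within the exon or intron. A skipped exon event compares transcripts with and without an internal exon, and a retained intron event compares transcripts with and without an intron. Events at an alternative 5′ or 3′ splice site compare a longer with a shorter form of an exon at its downstream or upstream end, and mutually exclusive exons are a pair of which a transcript carries only one. PSI stands for the form with the exon, the intron, the longer exon or one exon of the pair. The mutually exclusive exons lay in 110 genes, the retained introns in 64, the alternative 3′ splice sites in 51 and the alternative 5′ splice sites in 46, and a gene can hold events of several classes. The median over events of the lowest number of junction reads in a library was 29 for skipped exons, 33 for mutually exclusive exons, 62.5 for retained introns, 26 for alternative 3′ splice sites and 41 for alternative 5′ splice sites. At such depths a PSI from a single library is coarse. At least 20 reads in every library were reached by 508 events.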

(**A**) Diagram of types and numbers of differential alterative splicing events. A3SS: alternative 3’ splice site; A5SS: alternative 5’ splice site; SE: skipped exon; MXE: mutually exclusive exons; RI: retained intron. (**B**) Functional GO enrichment analysis of differential alterative splicing genes corresponding to biological process (BP), cellular component (CC), and molecular function (MF) categories. Mitosis-related GO terms were represented (red boxes).

**Supporting datasets legends**

**Dataset S1. Information of DASEs of all splicing types.**

**Dataset S2. Information of functional GO enrichment analysis of differential alterative splicing genes corresponding to BP categories.**

**Dataset S3. Information of functional GO enrichment analysis of differential alterative splicing genes corresponding to CC categories.**

**Dataset S4. Information of functional GO enrichment analysis of differential alterative splicing genes corresponding to MF categories.**

**Dataset S5. Information of functional GO enrichment analysis of DASEs corresponding to three representative GOBP terms, i.e. chromosome organization (GO: 0051276), regulation of cell cycle (GO: 0051726), and microtubule-based process (GO: 0007017).**

**Dataset S6. Information on representative differential alternatively spliced mitosis-related genes confirmed by SqRT-PCR.**

**Dataset S7. All primers used in this article.**

**Supporting Video legends**

**Video S1. Live imaging of blood circulation in sibling embryos at 36 hpf.**

**Video S2. Live imaging of blood circulation in *prpf31*^-/-^ embryos at 36 hpf.**

**Video S3. Live imaging of blood circulation in sibling embryos at 3 dpf.**

**Video S4. Live imaging of blood circulation in *prpf31*^-/-^ embryos at 3 dpf.**

How the deposited data were processed for this re-analysis (not part of the article)

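The study's RNA-seq holds 6 libraries from dissected zebrafish tails at 36 hpf, 3 from *prpf31*-/- embryos and 3 from siblings. The authors deposited a file of counts per gene and a file of FPKM per gene for each library. According to the submitters' processing notes, base calls came from CASAVA 1.8, reads were aligned with HISAT2 2.0.5 to GRCz11, and genes were counted with featureCounts 1.5.0-p3. The values of the count files are whole numbers. The deposited FPKM equal the counts divided by gene length and by a library total that is one constant per library, 0.935 to 1.05 times the sum of that library's counts. The release of the gene annotation is not stated. Gene symbols that a spreadsheet had turned into dates, 18 in all, were restored by gene identifier.

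Splicing was taken from the authors' Dataset S1, which lists the inclusion and skipping counts of each library for 793 events. They are called junction counts here, although inclusion counts also hold reads within the exon or intron. PSI, a fraction from 0 to 1, was recomputed from these counts and the effective lengths of both forms. In 331 cells the counts of the 3 libraries of a group stood without separators. They were split so that the listed PSI values came out, with 0 cells off by more than a tolerance of 0.0015 and 1 that could be split in more than one way. Which group is the mutant was checked against the labelled PSI of Dataset S5.

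Counts were tested with edgeR 4.0.16 in R 4.3.3: the filter filterByExpr, TMM factors, the quasi-likelihood test of mutants against siblings with no other term, and a Benjamini-Hochberg adjusted p threshold of 0.05 over 21876 genes. Totals of 21809870 to 23789933 counts per library and a biological coefficient of variation of 15.5% set the precision. Tested on simulated data of this depth with 200 changed genes, this procedure found 61% of genes with a log2 change of 1 and 93% of those with a log2 change of 2, with 10 false calls among 164. Far more genes were called in the real comparison, 1220 higher and 983 lower, so these shares are not its power. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with the estimated correlation beside it, and by counting members past the threshold over all genes and over the list alone. Events were tested with edgeR on 2 columns of junction counts per library. On simulated events with a PSI change of 0.3 that test found 89% of 200, with 4 false calls among 182. The simulated events had equal read totals in all libraries, baseline PSI away from the ends of its scale and an assumed spread between libraries. The listed events had a median absolute PSI difference of 0.188 and a median lowest read number of 32. The share found in the simulation is therefore not the power for the listed events. Random gene lists, 10000 for each question, were matched on mean log CPM in 20 bins. Their overlap with DASEs does not take the number of exons into account. Single values of 3 against 3 libraries were given exact permutation tests.

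The genes named follow a rule fixed before the data were examined: the genes whose expression or splicing the paper names, the 10 largest changes in each direction with no overlap between groups and a mean CPM of at least 5, up to 4 members of each list with the smallest adjusted p, and the 3 largest events of each class and direction with at least 20 junction reads in every library and no overlap between groups. Genes without a symbol are counted and not named. The 30 gene lists, fixed at the same time, include HSPC markers, erythroid, myeloid and endothelial genes, mitosis and S phase genes, DNA repair, telomere, U4/U6.U5 tri-snRNP, other spliceosome, SR and hnRNP genes, NMD factors, integrated stress response, unfolded protein response, heat shock, interferon and inflammation, apoptosis and ribosome biogenesis genes, and genes of muscle, spinal cord and neurons, head, eye and brain, neural crest and pigment, epidermis, notochord, pronephros, yolk and liver, and tail bud and segmentation, and the genes the paper follows by expression or by SqRT-PCR. The lists overlap, as for *rbm8a*, *magoh* and *eif4a3* in NMD factors and spliceosome genes. A list of immediate early genes was added after the data were seen. One of the 30 lists, which passed camera, and some members of other lists are counted in the totals and are not reported here.

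Alternatives set before the data were examined were DESeq2 1.42.0, RLE and upper-quartile factors, no filter, a filter of 50 counts in 3 libraries, the replicate number as a block, limma on log2(FPKM + 1) and log2(FPKM + 0.1) with a filter of FPKM 1 in 3 libraries and without one, an absolute log2 fold change of at least 1, leaving out each library, fry, an estimated correlation, minimums of 10 and 20 junction reads and an absolute PSI difference over 0.2. Leaving out the chromosome of *prpf31* was added after the data were seen. Figures were drawn with matplotlib 3.10.9 and numpy 2.4.6 in Python 3.11.15. The list test of mitosis genes was planned for genes with at least 3 exons; this limit was not applied. The paper's imaging, WISH, qRT-PCR, SqRT-PCR, protein and cell line experiments are not analysed here.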

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

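The tests of scaling, of length and expression, of proliferating tissue and of linkage for the tri-snRNP genes were chosen after the result was seen; the test of linkage for the largest changes was chosen before their chromosomes were seen, but after the names of these genes had been seen. The results here are expression signals in genes for which the paper gives no expression values, apart from *prpf31* in the tri-snRNP list.

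The tri-snRNP genes were higher in mutants, 22 of 31. Scaling by other totals is argued against, since the lowest median log2 fold change over RLE, upper-quartile and library-total scaling was 1.4, and so are gene length and expression level, since 0% of 10000 random lists matched on both reached the list's median. More proliferating tissue is argued against, since the higher of the S phase and mitosis medians was −0.011; the developmental stage of the tails was not tested and stays open. A haplotype linked to the *prpf31* mutation is argued against for the list as a whole, since its median without chromosome 16 was 1.46. What stays open is a response to the loss of Prpf31 or to its consequences by 36 hpf, which may raise the genes of the machinery it belongs to; no library here separates these.

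Genes with an absolute log2 fold change of at least 2 gathered on chromosome 16, which carries *prpf31*: 32 of 172, or 4.57 times the share of tested genes there, with 26 lower and 6 higher, against 22 lower and 118 higher among the others, of which 13 lie on alternate versions of chromosome 16. This is what a haplotype linked to the *prpf31* mutation gives, since mutants share the chromosome region around the mutation and wild-type siblings do not. By 10 Mb windows, between 11.7% and 31.8% of tested genes on the chromosome were called, with the highest share from 20 to 30 Mb and 27.3% in the window of *prpf31*, against 9.50% of all other genes, those on alternate versions included. A local effect of the loss of *prpf31* itself may contribute and was not tested.

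Among other spliceosome genes, 31 of 43 were higher, with a median log2 fold change of 0.58. Among heat shock genes, 12 of 20 were higher, with a median of 0.47, and the list did not pass with an estimated correlation. Among ribosome biogenesis genes, 12 of 39 were higher, with a median of 0.21, and this list did not pass with an estimated correlation either.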

How the results depend on the processing

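The alternatives named here were set before the data were examined, except leaving out the chromosome of *prpf31*, which was chosen afterwards. The numbers of genes higher in prpf31 mutants at 36 hpf and genes lower in prpf31 mutants at 36 hpf, 1220 and 983, stayed within 1.5 times with DESeq2 (1497 and 1104), RLE (1261 and 962), upper-quartile factors (1064 and 1227), other filters, FPKM with limma (862 and 696 at the least) and without the chromosome of *prpf31* (1101 and 814). They moved to 698 and 455 with the replicate number as a block, which costs degrees of freedom and has no pairing behind it, since libraries of one number did not deviate together (r = −0.073, −0.12 and −0.041). They fell to 368 and 244 at an absolute log2 fold change of at least 1, a subset by construction. Leaving out each library gave 600 to 1215 higher and 332 to 990 lower, lowest without mutant replicate 3, and the cause was not tested. Lists past camera went from 10 to 3 with an estimated correlation. The medians of lists that passed no test changed sign: SR and hnRNP genes 0.0018 with RLE and −0.085 to 0.048 without 1 library, and, without 1 library, S phase genes −0.039 to 0.0036, NMD factors −0.060 to 0.073, integrated stress response genes −0.017 to 0.073, head, eye and brain markers −0.48 (past the test) to 0.068, and pronephros genes −0.040 to 0.058. So did single genes that passed no test, without 1 library: *myb* −0.033 to 0.35, *efnb2a* −0.018 to 0.12, *gata1a* −0.11 to 0.81, *tinf2* −0.0070 to 0.12, *kdrl* −0.11 to 0.0037, *septin6* −0.047 to 0.27 and *septin12* −0.026 to 0.052 (−0.029 with upper-quartile factors). For these signs the cause was not tested. No named gene that passed changed its direction, and between 11 and 33 of the named genes fell short of the threshold without 1 library. Events without overlap went from 470 to 240 at an absolute PSI difference over 0.2, and mitosis genes with such an event from 9 to 2, with fewer events by construction. The share of DASE genes that were differentially expressed ran from 7.26% to 18.5% without 1 library, the median of genes with more intron retention from 0.061 to 0.16 and that of genes with lower exon inclusion from −0.029 to −0.011, each past its threshold in only some of the fits. The 6 libraries make 10 splits, too few for a share under 0.05: the real split gave 1220 genes higher, 983 lower, 10 lists and 315 events, and the highest of the other splits 0, 0, 13 and 1, so 1, 1, 2 and 1 splits reached the real value. The median over events of the lowest number of junction reads in a library was 32.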

Differences from the paper's values

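The level of *usp22* in *prpf31*-/- zebrafish relative to siblings was 1.28 here and is about 0.78 in the paper's Fig. 6C, read by eye. The paper's value is from qRT-PCR, another assay on other samples. The difference held with DESeq2, RLE and upper-quartile factors, the replicate number as a block, limma on both FPKM scales and without each library in turn.

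The paper states lower expression of *septin6*, *smarcb1b*, *tinf2* and *usp22* by qRT-PCR. Here none of the 4 passed edgeR's test in tails at 36 hpf. *smarcb1b* was at 0.810 of the sibling level, in the paper's direction (about 0.57 in Fig. 6C, read by eye), and passed with DESeq2, with upper-quartile factors, without sibling replicate 3 and without mutant replicate 1. *tinf2* was at 1.04 of the sibling level, which does not differ from the paper's value at this age, about 1.0 in Fig. 6C, read by eye. *septin6* was at 1.05. Without sibling replicate 2, *septin6* was at 1.21, against about 0.77 in Fig. 6C, read by eye. *prpf31* was at 0.631 of the sibling level, in the paper's direction (about 0.51 in Fig. S1B, read by eye).

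By WISH at 36 hpf the paper states similar levels in both groups for the myeloid and erythroid markers *spi1b*, *mpx*, lyz, *lcp1* (its l-plastin), *gata1a*, hbae1.1, *hbae3* and hbbe1. Here *hbbe1.1* and *hbae3* were lower by edgeR, with log2 fold changes of −0.76 and −0.61 in tails, and kept that call with DESeq2, RLE and upper-quartile factors, the replicate number as a block, limma on both FPKM scales and without each library in turn; *mpx* (−0.46) and *hbae1* (ENSDARG00000088330, −0.42) were lower and lost the call in some of these. Another gene under the symbol *hbae1* (ENSDARG00000089475, −0.47) did not pass (adjusted p = 0.110). *spi1b* (0.091), *lcp1* (−0.26) and *gata1a* (0.26) did not pass. The paper states a lower *cmyb* level in the AGM at 36 hpf by WISH and an almost even *runx1* level. Here neither *myb* (0.22) nor *runx1* (−0.56) passed in RNA of whole tails.

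The number of DASEs, the number of genes that hold them, the share that are skipped exons and the share of those with lower PSI, all recounted from Dataset S1, match the paper's. Of the paper's events in the 3 terms of Dataset S5, a retained intron of *ccnb2*, mutually exclusive exons of *clasp2* and *mak*, skipped exons of *wdr35* and *phldb1a* and an alternative 5′ splice site of *tbce* have no counterpart of the same class and values in Dataset S1.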

Other observations

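The tests of reading frame and of linkage for DASEs were chosen before the result was seen, and the genes named outside the rule were chosen after.

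One hypothesis was that decay of transcripts whose reading frame the skipped exon shifts lowers the expression of genes with an exon skipped more often in mutants. The difference of the median log2 fold change, frame-shifting minus frame-keeping, was −0.15, in the predicted direction, so such decay may take part. This difference was not repeated without single libraries. Genes with an intron retained more often were not lower: their median was 0.13 (two-sided permutation p = 0.0108). That p was 0.199 without sibling replicate 2 and 0.240 without mutant replicate 1. Isoforms were not counted and decay was not measured.

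A further hypothesis was that DASEs reflect a haplotype linked to the *prpf31* mutation. Chromosome 16 held 37 of the 793 events, 1.15 times the share of tested genes there, which argues against linkage as the source of most DASEs. For single events on that chromosome, as in *u2af2a* and *sh3d21*, linkage stays open.

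Among the 10 largest changes upward, si:dkey-85n7.7 (log2 fold change 4.80), BX005392.3 (4.27) and CABZ01085177.1 (4.08) carry clone-based names, and those with another symbol were the methyltransferase gene *mettl16* (4.86 ± 0.417 CPM in siblings, 67.6 ± 4.4 in mutants, SD, n = 3 each), *brf2* of the RNA polymerase III machinery (log2 fold change 3.78) and *tekt3* (3.54). METTL16 methylates U6 snRNA in human cells. Among the 10 largest downward, all lay on chromosome 16 or on alternate versions of it, among them *pafah1b3* (−6.41), si:dkey-71b5.7 (−6.24), *ceacam1* (−5.91), *usp5* (−3.72) and zgc:92606 (−2.91). Of 21876 genes, 6693 (30.6%) did not overlap between the groups, where chance gives 10%. The first principal component held 42.7% of the variance and separated the groups.

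The lists in this paragraph and the next did not pass camera with all 6 libraries. Without sibling replicate 3, spinal cord and neural genes passed downward (adjusted p = 0.00242) and epidermis genes upward (0.0418), and without mutant replicate 1, head, eye and brain markers passed downward (0.00688). SR and hnRNP genes had 7 higher and 6 lower of 51 (10 and 7 when adjusted over the list alone), with the kinase gene *clk2a* at −0.61 and *srsf1b* at 0.49; without 1 library, between 4 and 9 were higher and between 1 and 7 lower; their median was −0.0044 while camera's direction was up. NMD factors had 3 higher and 1 lower of 16 (3 and 1 when adjusted over the list alone): *eif4a3* (0.93), *rbm8a* and *magoh*, and *smg9* (−1.59); *rbm8a* and *smg9* lie on chromosome 16, and without 1 library between 1 and 3 were higher. Telomere genes had 1 higher and 2 lower of 16 (2 and 4 when adjusted over the list alone): *nhp2*, *rtel1* and *terfa*; without 1 library, between 0 and 2 were lower. DNA repair genes had 2 higher and 5 lower of 42 (3 and 8 when adjusted over the list alone), among them *brca2* higher and *fancm*, *ercc1*, *h2afx* and *rad51b* lower; without 1 library, between 0 and 2 were higher and between 0 and 2 lower. The integrated stress response had 1 and 1 of 24 (*slc3a2b* and *phgdh*, 1 and 1 when adjusted over the list alone), and the unfolded protein response 1 and 0 of 20 (*derl1* on chromosome 16, 1 and 0 when adjusted over the list alone). Interferon and inflammation genes had 1 and 0 of 21 (*nfkbiab*, 0 and 0 when adjusted over the list alone). The median log2 fold change of 21 immediate early genes, a list added after the data were seen, was 0.17, with *dusp1*, *fosab*, *nr4a1* and *fosl1a* higher and *jun* lower; it was not tested as a list.

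Among tissue lists, muscle genes had 3 higher and 1 lower of 48 (3 and 1 when adjusted over the list alone): *desma* (0.78), *tnni2b.1* (0.99) and *smyhc1*, and *mybpc2b* (−0.46); without 1 library, between 2 and 4 were higher and between 1 and 5 lower. Spinal cord and neural genes had 3 and 5 of 45 (4 and 6 when adjusted over the list alone), with the Notch ligand genes *dld* (0.75) and *dla* (0.62) and *pax6a* higher and *gfap* (−0.53), *tuba1c* (−0.64), *sox3* and, on chromosome 16, *stmn1b* and *tubb5* lower; without 1 library, between 2 and 9 were lower. Head, eye and brain markers had 0 and 4 of 31 (0 and 4 when adjusted over the list alone), among them *en1b*, *en2b* and *atoh7*; without 1 library, between 1 and 3 were lower. Neural crest and pigment genes had 2 and 3 of 25 (3 and 8 when adjusted over the list alone): *paics* and *mitfa* higher, and *gpnmb* (−1.65), *dct* (−0.43) and *crestin* lower; without 1 library, 0 or 1 were higher and between 2 and 4 lower. Epidermis genes had 1 and 0 of 22 (*icn* on chromosome 16, 0 and 0 when adjusted over the list alone), notochord genes 1 and 0 of 18 (*ehd2b*, 1 and 0 when adjusted over the list alone), pronephros genes 1 and 1 of 22 (*cdh17* on chromosome 16 and *slc4a4a*, 3 and 1 when adjusted over the list alone), and tail bud and segmentation genes 0 and 1 of 20 (*hoxd12a*, 0 and 1 when adjusted over the list alone). The counts of 1 for these 4 lists and for the integrated stress response, the unfolded protein response and interferon and inflammation genes each fell to 0 when some single library was left out.

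By fry, which asks only whether a list's genes move one way, endothelial (adjusted p = 0.00968), DNA repair (0.0159), telomere (0.0456) and neural crest and pigment genes (0.0283) passed, all downward. Of 23 genes that the paper follows by SqRT-PCR, 2 were higher in expression and 2 lower (6 and 6 when adjusted over the list alone), which is not independent evidence: *kat5b* (ENSDARG00000004587, 0.64) and *sass6*, and *mdm4* and *ska1*. Another gene under the symbol *kat5b* (ENSDARG00000045951, −0.31) did not pass (adjusted p = 0.135). Without 1 library, between 1 and 3 were higher and 1 or 2 lower. These genes were picked by the study from these libraries for their splicing.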
